# Dual-Specificity Phosphatase 1 (DUSP1) Has a Central Role in Redox Homeostasis and Inflammation in the Mouse Cochlea

**DOI:** 10.3390/antiox10091351

**Published:** 2021-08-25

**Authors:** Jose M. Bermúdez-Muñoz, Adelaida M. Celaya, Ángela García-Mato, Daniel Muñoz-Espín, Lourdes Rodríguez-de la Rosa, Manuel Serrano, Isabel Varela-Nieto

**Keywords:** hearing, N-acetylcysteine, glutathione, antioxidants, reactive oxygen species (ROS), mitochondria, apoptosis, inflammation, RNAseq

## Abstract

Stress-activated protein kinases (SAPK) are associated with sensorineural hearing loss (SNHL) of multiple etiologies. Their activity is tightly regulated by dual-specificity phosphatase 1 (DUSP1), whose loss of function leads to sustained SAPK activation. *Dusp1* gene knockout in mice accelerates SNHL progression and triggers inflammation, redox imbalance and hair cell (HC) death. To better understand the link between inflammation and redox imbalance, we analyzed the cochlear transcriptome in *Dusp1*^−/−^ mice. RNA sequencing analysis (GSE176114) indicated that *Dusp1*^−/−^ cochleae can be defined by a distinct profile of key cellular expression programs, including genes of the inflammatory response and glutathione (GSH) metabolism. To dissociate the two components, we treated *Dusp1*^−/−^ mice with N-acetylcysteine, and hearing was followed-up longitudinally by auditory brainstem response recordings. A combination of immunofluorescence, Western blotting, enzymatic activity, GSH levels measurements and RT-qPCR techniques were used. N-acetylcysteine treatment delayed the onset of SNHL and mitigated cochlear damage, with fewer TUNEL^+^ HC and lower numbers of spiral ganglion neurons with p-H2AX foci. N-acetylcysteine not only improved the redox balance in *Dusp1*^−/−^ mice but also inhibited cytokine production and reduced macrophage recruitment. Our data point to a critical role for DUSP1 in controlling the cross-talk between oxidative stress and inflammation.

## 1. Introduction

Progressive sensorineural hearing loss (SNHL) is a bilateral and gradual impairment of hearing as a consequence of cochlear degeneration, most commonly resulting from the death of mechanosensitive hair cells (HCs) or/and spiral ganglion neurons (SGNs), which are both irreplaceable in mammals. Genetic inheritance in combination with environmental and lifestyle factors determines the onset, severity and progression of SNHL [1], which is the most frequent sensory impairment in the elderly. The World Health Organization estimates that over 700 million people worldwide will experience disabling hearing loss by 2050 [2]. Preventive therapies to suppress the molecular mechanisms responsible for HC and SGN death are the most promising treatment options to avert irreversible damage.

Oxidative stress and mitochondrial dysfunction are common triggering factors for cochlear degeneration in all scenarios causing SNHL [3]. Accordingly, a large number of compounds have been tested for their ability to reduce reactive oxygen species (ROS) generation, promote the ROS scavenger system, or enhance cochlear antioxidant defenses Among them, N-acetylcysteine (NAC) is one of the most widely investigated, and it is administered in mice by either intraperitoneal injection or oral gavage (12.5–400 mg/kg) [4,5]. NAC oral intake is approved for human use in the range 200–1200 mg/day [4]. NAC can stimulate, indirectly, glutathione (GSH) synthesis, acting as L-cysteine precursor, and can also directly break disulfide bonds, acting as a reducing agent [6]. While the use of antioxidants to restore the redox imbalance in the cochlea has proved to be effective to some extent, in vitro and in vivo experiments revealed that the elevated levels of ROS represent just one component of a more complex and orchestrated phenomenon involving impaired mitochondrial quality control and function, loss of proteostasis, DNA damage and genomic instability, apoptosis, inflammation and altered intercellular communication [7,8]. Progress in this area is, accordingly, dependent on identifying as many molecular targets as possible in the aberrant regulatory pathways. In this context, dual-specificity phosphatase 1 (DUSP1) emerges as a central candidate.

DUSP1 is an inducible MAP kinase phosphatase (MKP), a branch of the dual specificity phosphatase family that regulates mitogen-activated protein kinase (MAPK) activation [9]. MAPKs are specific Ser/Thr kinases that operate in a three-tier kinase cascade to integrate signals from extracellular stimuli to direct physiological responses, including proliferation, differentiation, motility, inflammation and/or survival. MAPKs integrate multiple highly heterogeneous extracellular signals, including growth factors, mitogens or cytokines secreted from neighboring cells, as well as environmental stressors such as oxidative stress, UV radiation, heat or osmotic shock. JNK1/2/3 and p38 isoforms (MAPK11/12/13/14) are the major MAPKs that participate in transducing stress stimuli and, hence, are known as stress-activated protein kinases (SAPKs) [10]. SAPKs have been reported as mediators of the cochlear stress response to aminoglycoside ototoxicity, noise insult and aging both in vitro and in vivo [7,11,12]. Because the overactivation of SAPKs leads to cell death, their inhibition has been reported to promote cell survival and hearing protection after cochlear insult in humans [13] and mice [14]. The spatiotemporal activation of SAPKs leads to cellular fate-shifting outcomes, and thus, it is tightly regulated by feedback loops that are ultimately based on the dephosphorylating capacity of DUSP1. DUSP1 is induced by stress stimuli to control the magnitude and extent of SAPK activation [9,15]. It is also able, albeit with less affinity, to dephosphorylate ERK1/2 [15]. Accordingly, DUSP1 can be considered as a converging node for several signal transduction pathways, participating in multiple physiological processes [16] that include cytokine production, macrophage recruitment and inflammation resolution [17]. Mouse DUSP1 has also been reported to have a role in glucocorticoid-mediated inflammatory repression [18], limiting cytokine production [19,20] and inhibiting NF-κβ [21].

We recently showed that mice with genetic deficiency of *Dusp1* present with exacerbated inflammation and generalized HC and SGN loss along aging, thus providing a good model of premature SNHL [9]. Indeed, DUSP1 is key in the control of the progression of SNHL and in the response to noise damage mediated by increased activity of p38α [9]. Here, we aim to deepen the understanding of the role of DUSP1 in hearing loss, which we began to unveil in our previous paper [9]. The comparative RNAseq analysis of the cochleae of wild type and mutant *Dusp1* knockout mice shown in this manuscript sustained our hypothesis that oxidation secondary to DUSP1 loss of action had a role in triggering premature hearing loss. We consider that if the redox imbalance was significant, treatment with an antioxidant should prevent hearing loss. NAC was used because its antioxidant properties are well-known and its human use approved [4]. Therefore, NAC was used as a pharmacological tool to prevent redox imbalance. An in-depth knowledge of the molecular bases of SNHL with regard to DUSP1 involvement should contribute to the development of effective therapies. In this regard, the main results of the present study are the following: (i) comparative RNA sequencing (RNAseq) data analysis of wild-type (WT) and *Dusp1*^−/−^ (KO) mouse cochleae revealed the aberrant expression of genes involved in GSH metabolism, inflammation, DNA damage, apoptosis and neuronal homeostasis in *Dusp1*^−/−^ mice; (ii) antioxidant supplementation (NAC) in *Dusp1*^−/−^ mice partially recovers hearing thresholds, likely by restoring the cellular antioxidant system and limiting cochlear damage; (iii) cochleae of NAC-treated *Dusp1*^−/−^ mice show preserved mitochondrial integrity and limited ROS production, thus preventing a chronic inflammatory state; and (iv) DNA damage and apoptosis are reduced in SGNs and HCs, respectively, in NAC-treated *Dusp1*^−/−^ mice.

## 2. Materials and Methods

### 2.1. Mice

*Dusp1*^+/+^ (WT), *Dusp1*^−/−^ (KO) and NAC-treated *Dusp1*^−/−^ (KO + NAC) mice were used in the study (*n* = 25 for WT and KO, *n* = 15 for KO + NAC). Mice were generated on a mixed 129S2/SvPas:C57BL/6 genetic background and were genotyped as described [22]. No sex-linked differences were noted between genotypes in hearing; thus, male and female mice were analyzed together.

### 2.2. Antioxidant Treatment

For drug administration, we used the protocol of a previous study [23], with some modifications. Briefly, fresh NAC was prepared every week at a dose of 10 g/L in drinking water (pH ~ 7.4) and was administered for 13 weeks, beginning treatment at weaning (week 4) up to 4 months of age (week 16). Animals were maintained under controlled temperature and light–dark cycle conditions and received standard chow diet and water ad libitum. To assess the impact of antioxidant treatment on auditory function, hearing thresholds were evaluated by the auditory brainstem response (ABR) at the end of weeks 8 and 16. WT and KO mice were sacrificed, and samples were collected at both time points, whilst KO + NAC only at the second time point.

### 2.3. Hearing Evaluation

Animals were anesthetized and placed cater-cornered in a sound-attenuating chamber for recording in open field configuration 10 cm apart from the calibrated MF1 speaker. ABR testing was performed using a RZ6-A-P1 processor (Tucker-Davis Technologies, Alachua, FL, USA). Electrical auditory processing was collected in response to TDT click (broadband) and tone burst (4, 8, 16, 24 and 32 kHz) stimuli. All stimuli were presented at 31 pps rate with 10 ms acquisition time and averaged 1000 or 750 times for the click and pure tone stimuli, respectively. The response was recorded essentially as reported [24], in 5 to 10 dB steps from maximum (90 dB SPL) to minimum (15–20 dB SPL) amplitude, and analyzed using BioSigRZ software 5.6.0 (Tucker-Davis Technologies, Alachua, FL, USA). The lowest intensity (SPL level) that evoked a recognizable ABR five-peak wave pattern was established as the hearing threshold for each stimulus. ABR waves I, II, III and IV and inter-peak I-II, II-IV and I-IV latencies were analyzed at fixed 70-dB SPL click stimulation. Wave I amplitude and latency were further analyzed at all intensity levels.

### 2.4. RNA-Sequencing

Inner ear dissection was performed as described [25] and samples were frozen in RNAlater^®^ solution (Ambion, Foster City, CA, USA). Cochlear RNA was extracted using the RNeasy Plus Mini kit (Qiagen, Hilden, Germany) automated on the Qiacube (Qiagen, Hilden, Germany). For RNA sequencing, 1 μg of total RNA from cochlear RNA extracts from 20- and 32-week-old mice was used (*n* = 3 per group). The average sample RNA integrity number was 9.2–9.7 (2100 Bioanalyzer, Agilent Technologies, Palo Alto, CA, USA). The polyA+ fraction was purified and randomly fragmented, converted to double-stranded cDNA and processed through subsequent enzymatic treatments of end-repair, dA-tailing, and ligation to adapters using the Illumina TruSeq Stranded mRNA Sample Preparation Kit (Part #15031047 Rev. D; San Diego, CA, USA). This kit incorporates dUTP during the 2nd strand cDNA synthesis, meaning that only the cDNA strand generated during 1st strand synthesis is sequenced. The adapter-ligated library was completed by PCR using Illumina PE primers (8 cycles). The resulting purified cDNA library was applied to an Illumina flow cell for cluster generation and was sequenced on the Illumina HiSeq2000 platform. Single-end (50-bp) sequenced reads were analyzed with the next *presso* pipeline (http://ubio.bioinfo.cnio.es/people/ograna/nextpresso/, accessed on 1 May 2017). Sequencing quality was checked with FastQC 0.10.1 (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/, accessed on 1 May 2017). Reads were aligned to the mouse genome (NCBI37/mm9) with TopHat-2.0.10 [26] using Bowtie 1.0.0 [27] and Samtools 0.1.19 [28], allowing 2 mismatches and 5 multi-hits. Transcript quantification and differential expression were calculated with Cufflinks 2.2.1 [26], using the mouse NCBI37/mm9 transcript annotations from https://ccb.jhu.edu/software/tophat/igenomes.shtml, accessed on 28 June 2021. Gene-set enrichment analysis (GSEA) [29] was conducted on Reactome, BioCarta and KEGG pathways; the RNAseq gene list was pre-ranked by statistic scores, setting ‘gene set’ as the permutation method and with 1000 permutations. Only those gene sets with significant enrichment levels (false discovery rate [FDR] *q*-value < 0.05) were considered. GSEA results were visualized using Enrichment Map [30] and AutoAnnotate [31] applications for Cytoscape 3.8.2 [32], following a described pipeline [33] and applying an FDR cutoff of 0.01 for a total of 158 enriched processes or pathways (Figure 1 and Table S1). Heatmaps were plotted using the Heatmapper web-enabled tool [34]. RNAseq data discussed in this publication have been deposited on NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE176114.

### 2.5. RT-qPCR

Inner ear dissection and RNA extraction was performed as described above. Quality determination and cDNA generation from pooled cochlear RNA extracts (3 cochlea from different animals per group) were performed as reported [35]. Quantitative amplification was performed in triplicate on a Quant Studio 7 Flex PCR System (Applied Biosystems, Foster City, CA, USA) using either commercial TaqMan probes or gene specific primers (Table S2 and [25]). Data were collected after each amplification step and analyzed with QuantStudio™ Real-Time PCR software 1.3 (Applied Biosystems). *Hprt1* gene was used as a housekeeping gene, and the n-fold differences were calculated using the 2^−ΔΔCt^ method.

### 2.6. Cochlear Morphology and Immunohistochemistry

Sample processing for histological analysis has been previously described [25]. For cochlear cytoarchitecture, inner ear paraffin cochlear cross sections (5 μm) from 3 mice per experimental group were stained with hematoxylin-eosin, analyzed with a Zeiss Axiophot microscope (Carl Zeiss, Jena, Germany) and photographed with an Olympus DP70 digital camera (Melville, NY, USA). For immunohistofluorescence, 10 μm cryostat cross sections (*n* = 3) were incubated with cytochrome c oxidase subunit I (1:100, #PA5-26688; Molecular Probes, Eugene OR, USA), p-H2A.X (1:100, #2577; Cell Signaling Technology, Danvers, MA, USA) or IBA1 (1:100, #Ab5076; Abcam, Cambridge, UK). A confocal laser-scanning (Zeiss LSM710, Carl Zeiss, Jena, Germany) microscope was used to acquire stack images. For each cochlear turn, total IBA1 intensity and mean cytochrome c oxidase subunit I intensity in the spiral ligament and spiral ganglion, respectively, were computed with Fiji software [36] from at least 3 mice of each genotype in 4 serial sections. p-H2A.X foci were counted in 5–10 neuronal nuclei per section in slides containing 4 serial sections from at least 3 mice of each genotype using the Fiji 3D objects Counter plugin in confocal stack images. To differentiate positive p-H2A.X foci from larger and less intense auto-fluorescent cytoplasmatic stress granules in neurons, high pass intensity (value = 160) and voxel size (min = 3, max = 70) thresholds were applied.

### 2.7. Hair Cell Number Quantification and TUNEL Assay

Inner ear samples were processed, dissected and stained with Myo7a (1:150, #PT-25-6790; Proteus, Ramona, CA, USA), and the TdT-mediated dUTP nick-end labeling (TUNEL) (Dead-End Fluorometric TUNEL System, Promega, Madison, WI, USA) assay was used for HC quantification and apoptosis valuation, as described [25]. Low magnification images of organ of Corti (OC) half turns were taken with a Nikon 90i epifluorescence microscope (Nikon Corp., Tokyo, Japan) and cochleograms were plotted using a custom Fiji plugin for at least 3 OC whole mounts per experimental group. HC number and TUNEL^+^ outer hair cells (OHCs) were counted in 200 μm of the basilar membrane in the apical, basal and middle regions located 15–25%, 50–60% and 70–80%, respectively, from the apex. TUNEL-positive OHCs were scored as a percentage of the total number of OHC. Representative stack images were acquired with a Zeiss LSM710 confocal laser-scanning microscope (Carl Zeiss, Jena, Germany) at the specified cochlear regions.

### 2.8. Protein Extraction and Immunoblotting

Whole cochlear pooled protein extracts were prepared from 3 mice, as described [35]. A fixed volume of extract was separated by SDS-PAGE and transferred to PVDF membranes (0.2 μm, Bio-Rad Laboratories, Hercules, CA, USA) using the Bio-Rad Trans Blot TURBO apparatus. Prior to antibody incubation (overnight 4 °C), membranes were blocked with 5% bovine serum albumin or non-fat dried milk in 0.1% Tween, 1 mM TBS. Primary antibodies used were as follows: rabbit anti-P-p38 (1:1000, #9211), anti-P-JNK (1:1000, #4668), anti-P-AKT (1:1000, #9271) and anti-P-H2AX (1:1000, #2577) (all from Cell Signaling Technology, Danvers, MA, USA), rabbit anti-P22phox (1:250, #sc-20781; Santa Cruz Biotechnology, Dallas, TX, USA), anti-HO-1 (1:1000, #AB1284; Merck, Darmstadt, Germany), anti-MnSOD (1:1000, #06-984; Millipore, Merck, Darmstadt, Germany), goat anti-NQO1 (1:1000, #ab2346; Abcam) and rabbit anti-PI3K (1:15000, in-house). Immunocomplexes were visualized with peroxidase-conjugated secondary antibodies (1 h at room temperature), and bands were detected using the Clarity™ Western ECL Substrate (Bio-Rad) on an Image Quant LAS4000 mini digital camera (GE Healthcare Bio-Sciences, Pittsburgh, PA, USA). Band densities were quantified in triplicate using Image Quant TL software 8.1 (GE Healthcare Bio-Sciences, Pittsburgh, PA, USA ).

### 2.9. Protein Carbonylation

Carbonylation of cochlear proteins was measured using the Oxyblot™ Kit (Millipore, Merck, Darmstadt, Germany). In brief, one aliquot of pooled protein extracts from each experimental group was derivatized with 2,4-dinitrophenylhydrazine (DR, derivatization reaction) and a second aliquot was treated with control solution (NC, negative control). Oxidized proteins were detected using first a primary antibody specific to the dinitrophenylhydrazone residues and then an HRP-conjugated secondary antibody. Protein extraction, electrophoresis and immunodetection were performed in triplicate as outlined above.

### 2.10. Measurement of Glucose-6-Phosphate Dehydrogenase, 6-Phosphogluconate Dehydrogenase and Glutathione Reductase Activity

Mitochondrial and cytosolic fractions from two inner ears (cochlea and vestibuli) per experimental group were isolated as described [25]. Glucose-6-phosphate dehydrogenase (G6PD) and 6-phosphogluconate dehydrogenase (PGD) activity were measured in cytosolic fractions [37], and glutathione reductase (GSR) activity was measured in both cytosolic and mitochondrial fractions using the Glutathione Reductase Assay Kit (Sigma-Aldrich, Madrid, Spain). All spectrophotometric measurements were performed at least in triplicate in a 96-well format in a VERSA max Tunable Microplate Reader (Molecular Devices, Sunnyvale, CA, USA). Protein concentrations were determined using the DC Protein Assay kit (Bio-Rad Laboratories, Hercules, CA, USA ).

### 2.11. Glutathione and Glutathione Disulfide Analysis

Measurement of GSH and glutathione disulfide (GSSG) levels was performed as described [38]. Briefly, two inner ears per experimental group were homogenized in extraction buffer (0.1% Triton X-100, 0.6% sulfosalicylic acid, 5 mM EDTA, 0.1 M potassium phosphate pH 7.5) on ice using a Dounce tissue grinder (Wheaton, Millville, NJ, USA) and centrifuged at 8000× *g* at 4 °C for 10 min. Then, 20 μL of supernatant was used for total GSH measurement or was incubated for 1 h at room temperature with 2-vinylpyridine for GSSG measurement, prior to addition of DTNB (Ellman’s reagent), glutathione reductase and β-NADPH solutions. The reaction was measured spectrophotometrically at 412 nm every 30 s for 2 min, and samples were run in triplicate in a 96-well format in a VERSA max Tunable Microplate Reader (Molecular Devices). TNB (5′-thio-2-nitrobenzoic acid) formation rates were calculated to determine total GSH and GSSG levels using linear regression from the standard curve plots. GSH concentration was obtained by subtracting GSSG from total GSH concentration. Protein concentrations were determined using the DC Protein Assay kit (Bio-Rad Laboratories, Hercules, CA, USA).

### 2.12. Statistical Analysis

Sample size was estimated to obtain a 90% statistical power with a significance level of 0.05, using data from previous experiments and calculating Cohen’s d value. Data analysis was performed with IBM SPSS 25.0 (IBM Corp., Armonk, NY, USA). Statistical significance was assessed by one-way analysis of variance (ANOVA) after the Shapiro–Wilk and Levene test for determination of normal distribution of data and equality of variances, respectively. Bonferroni or Tamhane tests were used as appropriate when differences were obtained. Results were considered statistically significant at a *p*-value < 0.05.

## 3. Results

### 3.1. Dusp1 Deficiency Affects Cellular Programs Involved in Cochlear Homeostasis

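RNA of whole cochleae was read from 12 libraries in 4 groups of 3: WT at 20 weeks (E1, E3 and E4), KO at 20 weeks (E7, F18 and F19), WT at 32 weeks (F1, F10 and F12) and KO at 32 weeks (F5, F6 and F27). The letters and numbers are the animal codes given with the libraries, and KO and WT below mean the genotype on the label. The authors prepared stranded polyA libraries, sequenced single ends of 50 bases, aligned the reads to mouse build mm9 with TopHat2 and took FPKM from Cufflinks. They compared groups with Cuffdiff and ran preranked gene set enrichment (GSEA).

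Read numbers are not given in the sources used here, so the depth of each library is unknown. The FPKM of a library add up to 501193 to 583700, and its 10 most abundant genes hold 9.12 to 10.8% of that sum. Many values in the table had lost the place of their decimal point. The place was restored for each gene and group by taking the only set of 3 values whose mean equals the group FPKM in the authors' Cuffdiff output, and 23949 of 23951 genes could be read this way.

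From there, log2(FPKM + 0.5) of the 16277 genes with a mean of at least 0.5 FPKM went into a single limma fit of the 4 groups with a variance trend, and p was adjusted for all genes by Benjamini and Hochberg. Gene lists of cell types and pathways were written before the data were examined and tested with camera at its preset correlation between genes of 0.01. Because genes of a list move together by more than that when cell mixtures differ, each list is also given with the correlation estimated from the data, which called 0 of 60 lists. Changes are log2 of KO over WT, ± is the standard error of the fit, FPKM are given as mean ± SD, and n is 3 libraries per group throughout.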

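Transcripts of Dusp1, the phosphatase gene that carries the knockout, were more abundant in the libraries labelled KO: 61.9, 81.5 and 75.3 FPKM against 60.8, 47.6 and 29.5 in WT at 20 weeks, and 55.6, 73.7 and 57.1 against 43.0, 38.3 and 38.6 at 32 weeks. The fitted change was 0.71 ± 0.23 at 20 weeks and 0.62 ± 0.23 at 32 weeks, and every KO value lay above every WT value at each age, for which the exact permutation p is 0.1 at both ages, the smallest 3 against 3 can give. Limma did not call it at either age (adjusted p = 0.198 and 0.939), and without E4 the 20-week change was 0.42. In the authors' Cuffdiff output Dusp1 is also higher in KO, by 0.66 (q = 0.00107) and 0.64 (q = 0.00937). FPKM of a whole gene cannot show whether the transcript carries the disrupted allele, so the labels are taken as given and all directions below rest on them.

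Limma called few genes, where the authors' Cuffdiff output marks 1312 as significant at 20 weeks and 126 at 32 weeks. An unadjusted p under 0.05 was reached by 2953 genes at 20 weeks, 842 at 32 weeks and 2833 averaged over both, where chance gives 814. At 20 weeks 4 rose and 7 fell: the rises were Gm10653, an unannotated transcript (1.70 ± 0.11), and the short microRNA genes Mir7067, Mir760 and Mir8116, listed at 0 in WT and lying beside or inside other genes. The falls included Zfp365, which limits damage at stalled replication forks (−0.65 ± 0.081), Gdap1, a mitochondrial fission gene of peripheral nerve (−0.61 ± 0.085), Rab30, a Golgi GTPase (−0.70 ± 0.095), Cpxm1, a secreted carboxypeptidase-like protein (−0.52 ± 0.073), Ddah1, which degrades an inhibitor of nitric oxide synthase (−0.49 ± 0.066), Ergic1, of the early secretory pathway (−0.40 ± 0.049), and the transcript 6330403K07Rik (−0.99 ± 0.14). At 32 weeks only Gm10653 (1.90 ± 0.11) and Mir7067 rose. The counts depend on single libraries, and without 1 library they ran from 4 without E7 to 16 without F5 at 20 weeks and from 2 without E7 to 6 without F10 at 32 weeks. No fall was called at 20 weeks without E1, E7, F19 or F12, nor in any of 3 settings chosen after the data were seen, which left out small RNA genes, left out E7 and F5 together, or took the neutrophil marker level as a covariate.

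With the genotype difference averaged over both ages, 13 genes changed, and 7 of them lie within 10 Mb of Dusp1 on chromosome 17. Meiob, a meiotic recombination gene (1.25 ± 0.15), Hs3st6, a heparan sulfate sulfotransferase (0.84 ± 0.097), and Nthl1, a base excision repair glycosylase (0.72 ± 0.097), rose, while Decr2, a peroxisomal reductase (−0.67 ± 0.076), Spsb3, a ubiquitin ligase adaptor (−0.43 ± 0.054), Telo2, which stabilizes ATM and related kinases (−0.38 ± 0.050), and Ergic1 (−0.30 ± 0.035) fell. Of all tested genes, the 6 KO and the 6 WT values did not overlap in 20 of 412 near Dusp1 (4.85%) and in 178 of 15864 elsewhere (1.12%). Without 1 library the count of called genes ran from 3 without E7 to 22 without F27. The share called was 7 of 412 genes near Dusp1 and 6 of 15864 elsewhere (odds ratio 45.6, 95% interval 13.1 to 165, Fisher's exact p = 9.53e-09). The excess was no longer past p under 0.05 without E3, E7, F19 or F6. The odds ratio was 0 without E3 or E7, 9.61 without F19, 12.8 without F6 and 19.2, 27.8, 25.8, 17.2, 22.2, 29.1, 68.1 and 18.3 without E1, E4, F18, F1, F10, F12, F5 and F27.

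Xist, transcribed from the inactive X of females, was at 52.4 FPKM in E4, 49.4 in F1, 34.9 in F6 and 47.6 in F27 and below 0.1 in the other libraries, where the Y-linked Ddx3y was at 22.3 to 28.9. Females were thus 1 of 3 in WT and 0 of 3 in KO at 20 weeks, and 1 of 3 and 2 of 3 at 32 weeks.

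**Figure D1:**
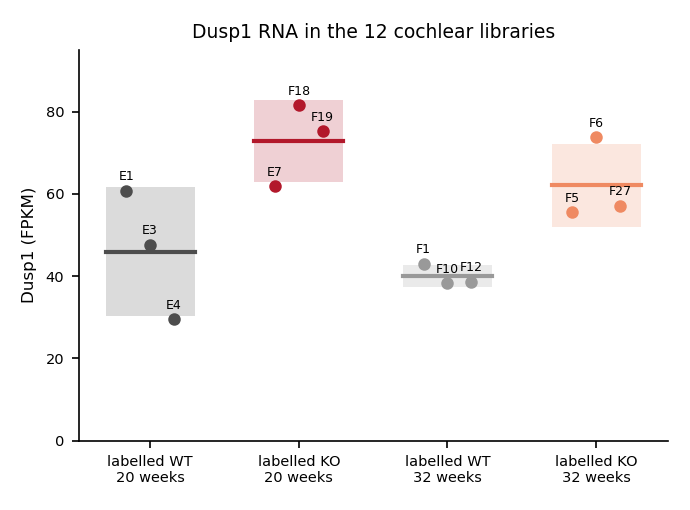
FPKM of Dusp1 in each library by genotype label and age (y axis, FPKM; x axis, the 4 groups of 3 libraries named by animal code). The line is the group mean and the shaded band the mean ± SD.

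**Figure D2:**
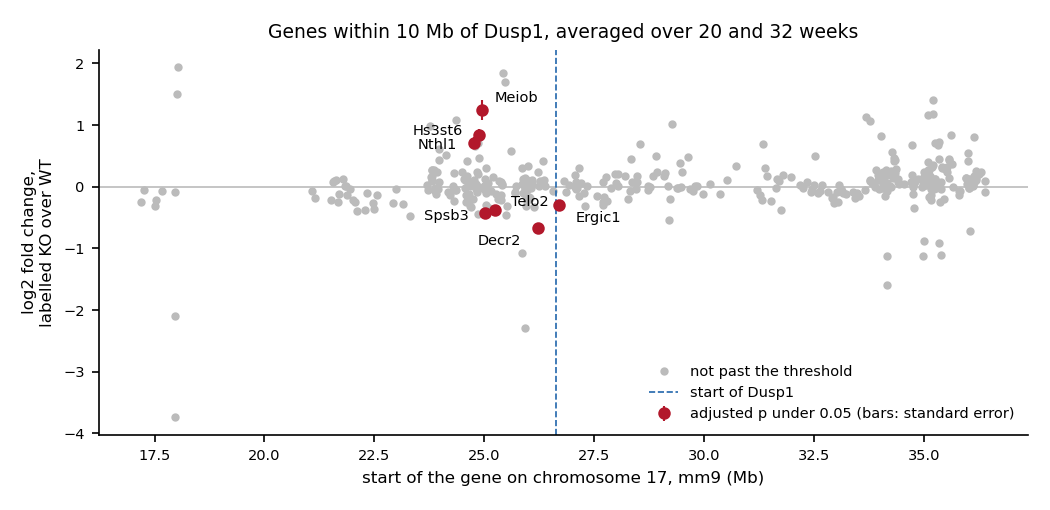
Log2 change, KO over WT averaged over both ages (y axis), of tested genes within 10 Mb on each side of Dusp1, by position on chromosome 17 (x axis, Mb). The 7 genes past the adjusted threshold there are named.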

We carried out RNAseq analysis of *Dusp1*^+/+^ and *Dusp1*^−/−^ cochleae in 20- and 32-week-old mice. 

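GSEA ranks all genes and asks whether a pathway's genes gather at one end. In the authors' reports, cytosolic ribosome genes are the KEGG set with a normalized enrichment score (NES) of 7.64 at 20 weeks and 6.26 at 32 weeks, and Reactome's neuronal system set is at the other end with −7.93 and −4.10. At q under 0.01, the cutoff the paper gives for its network, the reports hold 206 of 407 sets at 20 weeks (147 higher and 59 lower in the libraries labelled KO) and 86 at 32 weeks (68 and 18), 72 of them at both ages.

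Among the gene lists tested here, camera placed 36 higher and 9 lower at 20 weeks and 16 higher and 4 lower at 32 weeks, of 60. By median change at 20 weeks, the largest rise was in neutrophil granule genes and the largest fall in brain and brainstem markers (−0.53 over 19 genes), followed by GABAergic synapse genes (−0.49 over 23). Preranked GSEA permutes genes, and camera at its preset takes them as nearly independent. With the correlation estimated from the 12 libraries the smallest adjusted p over the 60 lists is 0.315 at 20 weeks and 0.646 at 32 weeks. Between ages the genotype difference moved up in 9 lists and down in 27.

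Leaving out 1 library changed how many lists were called at 32 weeks, from 8 without F10 to 31 without F27, against 20 with all libraries.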

RNAseq datasets were used to run GSEA (Figure 1 and Table S1). 

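Interferon response genes rose in the libraries labelled KO at both ages, by a median log2 change of 0.38 over 39 genes at 20 weeks and 0.48 at 32 weeks, with 38 genes above 0 at each age (camera adjusted p = 7.44e-10, adjusted p = 0.316 with an estimated correlation at 20 weeks, and adjusted p = 7.12e-22, adjusted p = 0.646 with an estimated correlation at 32 weeks). Xaf1, an interferon-induced inhibitor of survival proteins, went from 7.95 ± 3.95 to 25.9 ± 4.44 FPKM at 20 weeks (1.73 ± 0.33). Irf9, a transcription factor of the interferon response, differed by 0.40 ± 0.10 at 20 weeks, and Oas1a, a sensor of double-stranded RNA, by 0.74 ± 0.18 at 32 weeks. Limma called 0 of the 39 at either age over all genes, 13 and 23 had an unadjusted p under 0.05, and 3 (Xaf1 and Irf9 among them) and 0 passed when adjusted over the list alone. At 20 weeks the list moved to 0.24 without E3.

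Markers of neutrophils and their precursors rose far more, by a median of 3.52 over 28 genes at 20 weeks, all 28 above 0 (adjusted p = 3.49e-20, adjusted p = 0.316 with an estimated correlation). S100a8, a granule calcium-binding protein, was at 10376, 1719 and 3229 FPKM in KO and 274, 289 and 24.8 in WT. All 28 passed when adjusted over the list alone and had an unadjusted p under 0.05, and limma called 0 over all genes. By 32 weeks the median was 0.63 (adjusted p = 0.00880, adjusted p = 0.860 with an estimated correlation), with S100a8 at 7426 in F5, 1998 in the WT library F12 and 271 to 487 in the other 4. That rise turned to −0.48 without F5, lost its call without F1 or F10 (medians 0.42 and 0.31) and moved to 1.33, 1.39 and 1.13 without F12, F6 or F27. The genotype difference moved between ages by −2.85 (adjusted p = 2.23e-15, adjusted p = 0.590 with an estimated correlation).

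B cell markers rose at 20 weeks, median 1.70 over 23 genes (adjusted p = 3.74e-15, adjusted p = 0.316 with an estimated correlation). Ms4a1, which encodes CD20, differed by 2.25 ± 0.51 and Blnk, an adaptor of the B cell receptor, by 0.83 ± 0.19. Adjusted over the list alone 20 genes passed, 21 had an unadjusted p under 0.05 and limma called 0 over all genes. The 32-week median of the list was −0.15 (adjusted p = 0.527, adjusted p = 0.961 with an estimated correlation) and turned to 0.28 without F12 and was called without F1 or F5 (medians −0.46 and −0.44). The difference between ages was −1.87 (adjusted p = 2.53e-17, adjusted p = 0.579 with an estimated correlation).

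Macrophage markers rose by 0.26 at 20 weeks (adjusted p = 7.26e-06, adjusted p = 0.341 with an estimated correlation) and 0.20 at 32 weeks (adjusted p = 0.000305, adjusted p = 0.860 with an estimated correlation), with Tyrobp, an activating adaptor of myeloid cells, at 1.23 ± 0.44. Of 26 genes 9 and 1 had an unadjusted p under 0.05, limma called 0 and 0 passed adjusted over the list alone. At 32 weeks this list lost its call without F10 or F5 (medians 0.14 and 0.070) and moved to 0.30 without F12. T and NK cell markers rose at 20 weeks, median 0.25 over 17 genes (adjusted p = 0.000909, adjusted p = 0.432 with an estimated correlation), with the adhesion receptor Cd2 at 0.62 ± 0.17. Here 7 genes had an unadjusted p under 0.05, 4 passed adjusted over the list alone and limma called 0 over all genes. At 32 weeks their median was −0.022 and their mean 0.0049, with camera's direction up (adjusted p = 0.978, adjusted p = 0.993 with an estimated correlation), and the ages differed by −0.30 (adjusted p = 0.00167, adjusted p = 0.590 with an estimated correlation). The 20-week value moved to 0.11 and 0.40 without E3 or E4, and the difference between ages lost its call without F12 (median −0.13) and moved to −0.50 to −0.17 without E3, F10, F5 or F27.

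Cytokine and chemokine genes rose at both ages, by 0.23 over 41 genes at 20 weeks (adjusted p = 0.000362, adjusted p = 0.316 with an estimated correlation) and 0.15 at 32 weeks (adjusted p = 0.00464, adjusted p = 0.860 with an estimated correlation). Ppbp and Pf4, both stored in platelets, differed most at 20 weeks (4.41 ± 1.01 and 2.20 ± 0.61), followed by the inflammatory cytokine Il1b (1.31 ± 0.37), while the neuronal chemokine Cx3cl1 was lower (−0.35 ± 0.084). With p adjusted over the list alone 6 were higher and 1 lower at 20 weeks, 14 and 4 had an unadjusted p under 0.05, and limma called 0 over all genes. This list moved to 0.40 without E4 at 20 weeks and lost its call without F10 or F5 (medians 0.10 and 0.042) and moved to 0.26 without F12 at 32 weeks.

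Complement genes rose by 0.12 over 20 genes at 20 weeks (adjusted p = 0.0275, adjusted p = 0.494 with an estimated correlation) and 0.22 at 32 weeks (adjusted p = 0.000125, adjusted p = 0.860 with an estimated correlation). C3, the central component, was at 31.9 ± 14.4 FPKM in KO and 9.48 ± 0.951 in WT at 20 weeks. Of the 20 genes 3 were higher and 1 lower at an unadjusted p under 0.05 at 20 weeks, limma called 0, and 2, C3 among them, passed adjusted over the list alone. Reactome's complement cascade was called at 32 weeks alone (20 genes, medians 0.070 and 0.14 at 20 and 32 weeks, adjusted p = 0.281 and 0.0347, and 0.710 and 0.882 with an estimated correlation). MHC class II genes rose by 0.089 over 15 genes at 20 weeks (adjusted p = 0.0495, adjusted p = 0.585 with an estimated correlation) and 0.18 at 32 weeks (adjusted p = 0.0109, adjusted p = 0.860 with an estimated correlation), with Ifi30, a reductase of antigen processing, at 0.51 ± 0.14, 1 gene at an unadjusted p under 0.05 at each age, 0 called by limma and 0 adjusted over the list alone. Its Reactome counterpart, MHC class II antigen presentation, was called at neither age (79 genes, medians −0.055 and 0.023 at 20 and 32 weeks, adjusted p = 0.596 and 0.874, and 0.904 and 0.971 with an estimated correlation). Of the 15 genes of the list 8 lie within 10 Mb of Dusp1, where genes were called more often than elsewhere. H2-DMb1 and H2-DMb2 of the list are near copies and may share reads. At 20 weeks complement lost its call without E1, E7 or F18 (medians 0.10, 0.10 and 0.10) and moved to 0.25 and 0.21 without E4 or F19, and MHC class II lost its call without E1, E3, E7, F10, F5, F6 or F27 (medians −0.017 to 0.092) and moved to 0.14 and 0.16 without E4 or F19. At 32 weeks complement lost its call without F10 (median 0.18) and moved to 0.11 and 0.34 without F5 or F27, and MHC class II lost its call without F1, F10 or F5 (medians 0.12, 0.073 and 0.11) and moved to 0.28 without F12.

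With the neutrophil marker level as a covariate, chosen after the data were seen, the 20-week medians were 0.35 for B cells, −0.11 for macrophages, −0.14 for T and NK cells, 0.077 for cytokines and 0.0019 for complement, none of them called, and MHC class II turned to −0.27. The interferon list was called at 0.41 at camera's preset correlation. Without the covariate it was not called with an estimated correlation. Mean neutrophil levels at 20 weeks were 1.22 to 2.80 in WT and 4.84 to 7.00 in KO on the log2 scale. With no overlap, the covariate cannot be told apart from genotype at that age. Here and below, a lost call or a turn under it does not show that marrow cells caused a rise.

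**Figure D3:**
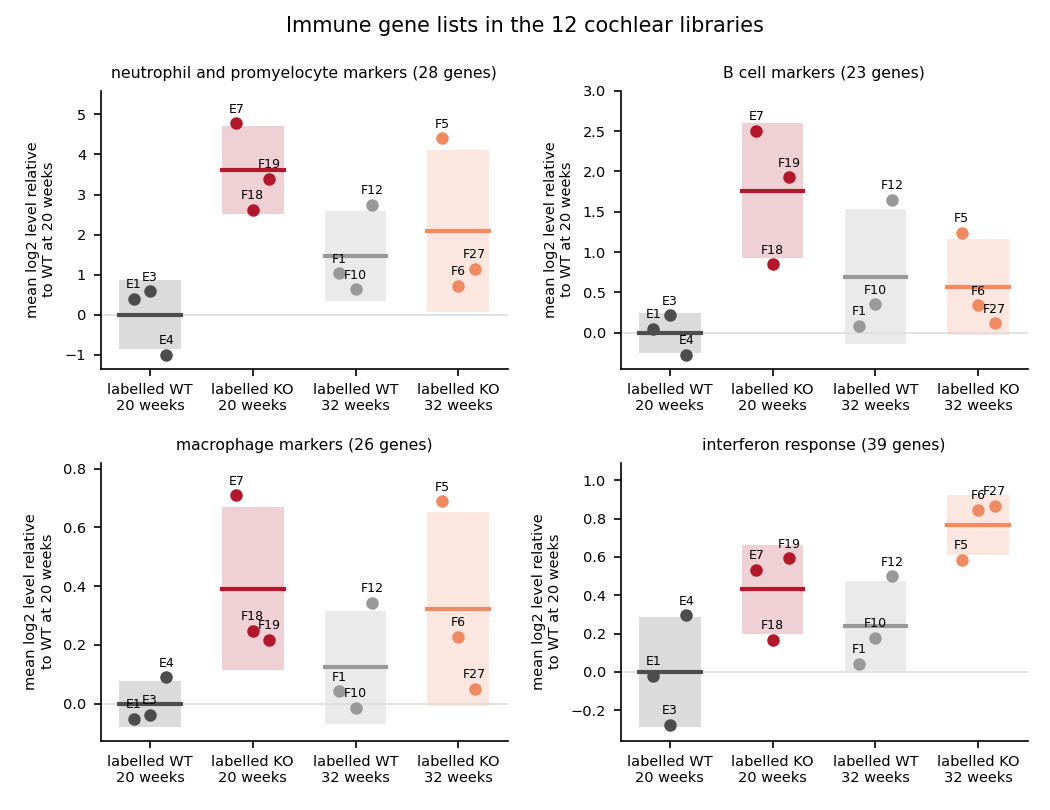
Mean log2 level of the neutrophil, B cell, macrophage and interferon lists in each library (y axis, log2 relative to the mean of WT at 20 weeks; x axis, the 4 groups of 3 libraries named by animal code). The line is the group mean and the shaded band the mean ± SD.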

Of the 158 enriched pathways in 20-week-old *Dusp1*^−/−^ cochlea, 41 pathways were directly related to the immune system, and 17 were also enriched in 32-week-old mice. Similarly, 21 DNA-related pathways were enriched in 20-week-old *Dusp1*^−/−^ cochleae, and 12 (including DNA repair pathways) were also enriched in the 32-week-old mouse cochlear samples. 

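DNA replication genes rose in the libraries labelled KO at 20 weeks, by a median log2 change of 0.46 over 49 genes (camera adjusted p = 3.30e-12, adjusted p = 0.316 with an estimated correlation), and by 0.15 at 32 weeks (adjusted p = 0.00260, adjusted p = 0.860 with an estimated correlation). Cdc45 and Mcm3, parts of the helicase that opens the double strand, differed by 1.24 ± 0.39 and 1.27 ± 0.42 at 20 weeks, Gins1 of the same helicase by 1.14 ± 0.37, and Tyms, which makes thymidylate, by 0.95 ± 0.31. At 32 weeks the member with the smallest p was Pole3, a polymerase epsilon subunit (0.24 ± 0.096). Limma called 0 of the 49 over all genes and 0 adjusted over the list alone at either age, with 27 higher and 2 lower at an unadjusted p under 0.05 at 20 weeks and 1 higher at 32 weeks. Between ages the difference moved by a median of −0.34 (adjusted p = 1.86e-06, adjusted p = 0.590 with an estimated correlation).

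Ngp, a neutrophil granule gene, was at 1745 FPKM in E7 and 1281 in F5, the 2 libraries with the highest replication levels, and at 3.05 to 531 elsewhere. With the neutrophil marker level as a covariate, an alternative chosen after the data were seen, the replication median at 20 weeks turned to −0.15. The difference between ages of the replication list turned in direction as well. That level did not overlap between the genotypes at 20 weeks, so these turns cannot tell marrow cells from genotype. The list moved to 0.28 without E7 at 20 weeks, turned to −0.060 without F5, lost its call without F10 (median 0.064) and moved to 0.27, 0.25 and 0.26 without F12, F6 or F27 at 32 weeks, and its difference between ages moved to −0.23 to −0.15 without E7, F12, F6 or F27.

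DNA repair genes rose at 20 weeks by a median of 0.058 over 82 genes (adjusted p = 0.000787, adjusted p = 0.370 with an estimated correlation), and at 32 weeks the median was 0.030 (adjusted p = 0.384, adjusted p = 0.925 with an estimated correlation). Ung, which removes uracil from DNA, was at 4.15 ± 0.194 FPKM in KO and 2.02 ± 0.332 in WT at 20 weeks, Mgmt, which strips alkyl groups from guanine, differed by 0.68 ± 0.12 at 20 weeks and −0.24 ± 0.12 at 32 weeks, and the glycosylase Nthl1, which lies near Dusp1, by 0.65 ± 0.14 and 0.78 ± 0.14. These 3 passed adjusted over the list alone at 20 weeks, and Nthl1 alone did so at 32 weeks. At an unadjusted p under 0.05, 14 were higher and 1 lower at 20 weeks, and limma called 0 over all genes at either age. From 20 to 32 weeks the genotype difference moved by −0.050 (adjusted p = 0.0141, adjusted p = 0.594 with an estimated correlation). The repair list moved to 0.030 and 0.11 without E7 or F18 at 20 weeks, and the difference between ages lost its call without E7, F12 or F6 (medians −0.0043, −0.037 and −0.036) and moved to −0.096 and −0.077 without F18 or F5. With the neutrophil marker level as a covariate, the repair median at 20 weeks and its difference between ages turned in direction.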

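Genes of the extrinsic death pathway, which starts at cell surface receptors, rose at 20 weeks in the libraries labelled KO by a median log2 change of 0.11 over 29 genes (camera adjusted p = 0.000122, adjusted p = 0.316 with an estimated correlation). The death receptor Tnfrsf10b differed by 0.37 ± 0.086 (6.48 ± 0.239 to 8.52 ± 0.201 FPKM), Ripk1, a kinase at the receptor, by 0.26 ± 0.077, and Birc3, which holds back caspases, by 0.40 ± 0.14. The median at 32 weeks was 0.0047 (adjusted p = 0.799, adjusted p = 0.961 with an estimated correlation), and the genotype difference moved between ages by −0.13 (adjusted p = 0.000316, adjusted p = 0.590 with an estimated correlation). Limma called 0 of the 29 over all genes, Tnfrsf10b passed at 20 weeks adjusted over the list alone, and 9 had an unadjusted p under 0.05 at 20 weeks and 0 at 32 weeks.

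Genes of the intrinsic pathway, which acts through mitochondria, rose at 20 weeks by 0.14 over 34 genes (adjusted p = 0.00221, adjusted p = 0.316 with an estimated correlation). Bax and Bid, which open the mitochondrial outer membrane, differed by 0.22 ± 0.068 and 0.73 ± 0.27, and Mcl1, which protects cells, by 0.33 ± 0.10. At 32 weeks the median was 0.036 (adjusted p = 0.397, adjusted p = 0.860 with an estimated correlation), with Bax at 0.17 ± 0.068, and the ages differed by −0.097 (adjusted p = 0.0233, adjusted p = 0.590 with an estimated correlation). Limma called 0 over all genes, 0 passed adjusted over the list alone, and 6 were higher and 3 lower at an unadjusted p under 0.05 at 20 weeks. The Reactome set of this pathway was not called at either age (31 genes, medians −0.022 and −0.00082 at 20 and 32 weeks, adjusted p = 0.376 and 0.861, and 0.787 and 0.969 with an estimated correlation), and camera's direction for it was up at 20 weeks.

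In the same 20-week libraries Camp, an antimicrobial peptide of neutrophils, was at 824 ± 650.5 FPKM in KO and 30.1 ± 23.0 in WT. With the neutrophil marker level as a covariate, chosen after the data were seen, the 20-week medians were 0.021 for the extrinsic and −0.015 for the intrinsic list, and neither was called. For the intrinsic list the difference between ages lost its call without E4, E7 or F27 (medians −0.11, −0.078 and −0.10).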

Intrinsic and extrinsic apoptotic pathways were also enhanced at 20 but not at 32 weeks. Moreover, 18 pathways related to neural homeostasis were negatively enriched in *Dusp1*^−/−^ cochleae at 20 weeks, as compared with *Dusp1*^+/+^ cochleae, and eight of them (including neuronal system and glutamatergic synapse pathways) remained negatively enriched at 32 weeks. 

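Synaptic vesicle genes fell in the libraries labelled KO at both ages, with a median log2 change of −0.39 over 50 genes at 20 weeks (camera adjusted p = 6.59e-16, adjusted p = 0.316 with an estimated correlation) and −0.088 at 32 weeks (adjusted p = 0.000354, adjusted p = 0.860 with an estimated correlation). Snap25, of the complex that fuses vesicles with the membrane, was at 466 ± 26.9 FPKM in KO and 652 ± 40.2 in WT at 20 weeks, Dnm3, a dynamin that retrieves vesicles, differed by −0.57 ± 0.11 and Napb, which recycles the fusion complex, by −0.54 ± 0.10. Slc17a7, the vesicular glutamate transporter of spiral ganglion neurons, differed by −0.39 ± 0.090 at 32 weeks. Over all genes limma called 0, 25 were lower adjusted over the list alone at 20 weeks and 0 at 32 weeks, with 32 and 6 lower at an unadjusted p under 0.05. The difference between ages was 0.31 (adjusted p = 2.70e-09, adjusted p = 0.590 with an estimated correlation). The list held at 20 weeks without any 1 library, and at 32 weeks it moved to −0.15 and −0.049 without F1 or F12, and the difference between ages moved to 0.18 without E1.

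Voltage-gated ion channel genes fell with a median of −0.34 over 48 genes at 20 weeks (adjusted p = 1.52e-11, adjusted p = 0.316 with an estimated correlation) and −0.18 at 32 weeks (adjusted p = 4.55e-06, adjusted p = 0.860 with an estimated correlation). Kcnip4, a subunit that tunes A-type potassium current, differed by −0.61 ± 0.14 and Scn1a, a sodium channel of axons, by −0.43 ± 0.11 at 20 weeks, and Scn4b, a sodium channel subunit for fast firing, by −0.42 ± 0.086 at 32 weeks. Limma called 0 over all genes, 8 and 1 were lower adjusted over the list alone, and 25 and 11 at an unadjusted p under 0.05. The ages differed by 0.21 (adjusted p = 0.00238, adjusted p = 0.590 with an estimated correlation). The difference between ages lost its call without E1 or F1 (medians 0.067 and 0.17).

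Glutamatergic synapse genes fell with a median of −0.47 over 48 genes at 20 weeks (adjusted p = 3.79e-11, adjusted p = 0.316 with an estimated correlation), and at 32 weeks the median was −0.10 (adjusted p = 0.0522, adjusted p = 0.860 with an estimated correlation). Slc17a6, another vesicular glutamate transporter, differed by −0.56 ± 0.10 and Gng3, a G protein subunit of nerve terminals, by −0.42 ± 0.098, and these 2 were lower adjusted over the list alone at 20 weeks, when 24 had an unadjusted p under 0.05 and limma called 0 over all genes. Between ages the genotype difference moved by 0.41 (adjusted p = 6.07e-07, adjusted p = 0.590 with an estimated correlation). At 20 weeks the list moved to −0.22 without E1, at 32 weeks it was called without E1, E3, F1, F6 or F27 (medians −0.12 to −0.073), and the difference between ages moved to 0.12 without E1.

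GABAergic synapse genes fell at 20 weeks with a median of −0.49 over 23 genes (adjusted p = 2.04e-05, adjusted p = 0.333 with an estimated correlation), with Nsf, which takes apart used fusion complexes, at −0.36 ± 0.091 and Abat, which degrades GABA, at −0.60 ± 0.17. Cholinergic and dopaminergic genes fell with a median of −0.30 over 38 (adjusted p = 5.68e-05, adjusted p = 0.316 with an estimated correlation), with the muscarinic receptor Chrm3 at −0.59 ± 0.17. At 32 weeks their medians were −0.14 (adjusted p = 0.164, adjusted p = 0.860 with an estimated correlation) and −0.026 (adjusted p = 0.970, adjusted p = 0.989 with an estimated correlation). Their differences between ages were 0.35 (adjusted p = 0.00168, adjusted p = 0.590 with an estimated correlation) for the first and 0.38 (adjusted p = 9.10e-05, adjusted p = 0.579 with an estimated correlation) for the second list. Lower at an unadjusted p under 0.05 were 8 and 12 genes at 20 weeks, with 0 called by limma and 0 adjusted over the list alone. The GABAergic list moved to −0.26 without E1 at 20 weeks and was called without E1 or F6 (medians −0.14 and −0.15) at 32 weeks, its difference between ages lost its call without E1 (median 0.13), and that of the second list moved to 0.20 without E1.

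Axon guidance genes fell with a median of −0.17 over 71 genes at 20 weeks (adjusted p = 2.64e-05, adjusted p = 0.316 with an estimated correlation) and −0.071 at 32 weeks (adjusted p = 0.00840, adjusted p = 0.860 with an estimated correlation). Unc5c, a netrin receptor, differed by −0.65 ± 0.14 and Slit2, a repellent cue, by −0.36 ± 0.096 at 20 weeks, and Sema3e, another cue, by −0.42 ± 0.12 and −0.59 ± 0.12. Sema3e alone passed adjusted over the list alone, at 32 weeks, limma called 0 over all genes, and 18 and 4 were lower at an unadjusted p under 0.05, with 2 higher at 20 weeks. Across ages the change was 0.089 (adjusted p = 0.0379, adjusted p = 0.668 with an estimated correlation). The list lost its call without F10 (median −0.049) at 32 weeks, and its difference between ages lost its call without E1, E4, E7, F18, F1, F12, F5 or F27 (medians 0.053 to 0.13) and moved to 0.17 without F19.

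The fall was largest against E1, a WT library at 20 weeks in which the mean levels of glutamatergic and GABAergic genes were 0.60 and 0.86 log2 units above the WT mean. Brain and brainstem markers moved with them, at 0.88 in E1, −0.47 in E3 and −0.41 in E4. Neutrophil genes ran the other way: Elane, the neutrophil elastase, was at 1.92 ± 1.55 FPKM in WT and 117 ± 90.7 in KO at 20 weeks.

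**Figure D4:**
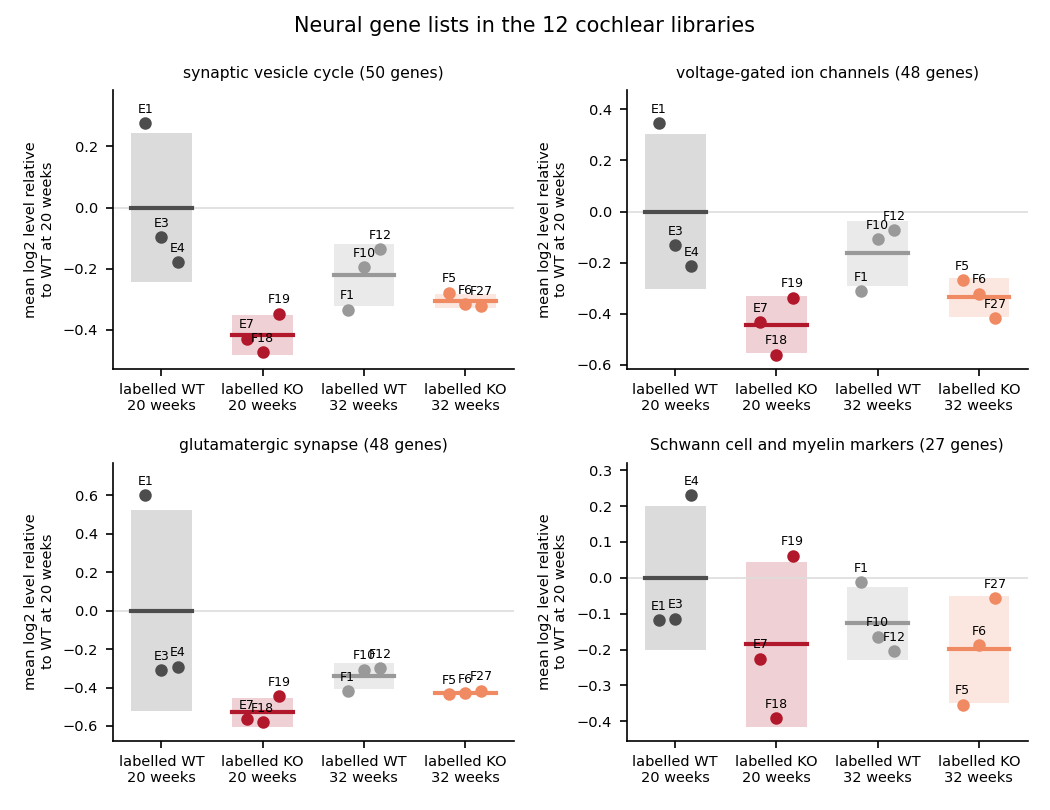
Mean log2 level of the synaptic vesicle, ion channel, glutamatergic and Schwann cell lists in each library (y axis, log2 relative to the mean of WT at 20 weeks; x axis, the 4 groups of 3 libraries named by animal code). The line is the group mean and the shaded band the mean ± SD.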

We also observed gene enrichment for the oxidative phosphorylation process in 20-week-old *Dusp1*^−/−^ cochleae, which pointed to an increase in mitochondrial ROS production by a highly active electron transport chain. By contrast, the mitochondrial biogenesis program driven by the peroxisome proliferator-activated receptor γ coactivator 1α (PGC1A) pathway was negatively enriched, suggesting the reduced generation of new mitochondrial content and impaired organelle dynamics and function. 

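Genes of respiratory complex I, where electrons from NADH enter the chain, rose in the libraries labelled KO at 20 weeks by a median log2 change of 0.18, with all 37 genes above 0 (camera adjusted p = 0.000236, adjusted p = 0.563 with an estimated correlation). Ndufc2 and Ndufs5, accessory subunits, differed by 0.40 ± 0.19 and 0.35 ± 0.20. Genes of complexes II to V rose by 0.19 over 46 genes (adjusted p = 0.000236, adjusted p = 0.563 with an estimated correlation), with Uqcrc1 of complex III at 0.36 ± 0.24 and Atp5g1, a c-ring subunit of ATP synthase, at −0.17 ± 0.072. Limma called 0 genes of either list over all genes or adjusted over the list alone, and at an unadjusted p under 0.05 there were 0 in complex I and 1 lower, Atp5g1, in the other list.

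By 32 weeks the medians were 0.011 for complex I (adjusted p = 0.685, adjusted p = 0.961 with an estimated correlation) and −0.0057 for complexes II to V, whose mean was 0.029 and camera's direction up (adjusted p = 0.527, adjusted p = 0.961 with an estimated correlation). The genotype difference moved between ages by −0.16 (adjusted p = 0.00215, adjusted p = 0.747 with an estimated correlation) and −0.21 (adjusted p = 0.00387, adjusted p = 0.758 with an estimated correlation).

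The rise at 20 weeks is that of 1 library. Mean log2 levels relative to WT were 0.64 and 0.74 in F18 for the 2 lists, against −0.0065 and 0.0079 in E7 and −0.087 and −0.072 in F19. Complex I turned to −0.060 without F18 and moved to 0.31 without F19 at 20 weeks, turned to −0.12 without F6 and was called without F27 (median 0.090) at 32 weeks, and its difference between ages turned to 0.039 without F18, lost its call without F5 or F27 (medians −0.14 and −0.075) and moved to −0.25, −0.29 and −0.29 without E7, F19 or F6. The list of complexes II to V turned to −0.033 without F18 and moved to 0.35 without F19 at 20 weeks, turned in camera's direction without F6 (median −0.14) and was called without F27 (median 0.088) at 32 weeks, and its difference between ages turned to 0.033 without F18, lost its call without F1, F5 or F27 (medians −0.16, −0.18 and −0.095) and moved to −0.35 and −0.32 without F19 or F6. Neutrophil genes did not follow this pattern, with Lcn2, a granule siderophore binder, at 142 FPKM in F18, 733 in E7 and 229.8 in F19. Markers of skeletal muscle, a tissue rich in mitochondria, were at 1.89 in F18, −1.97 in E7 and 0.096 in F19, and at 2.40 in the WT library E3, where the 2 lists were at 0.052 and 0.14.

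In the authors' report the KEGG oxidative phosphorylation set has an NES of 5.76 at 20 weeks and −1.36 at 32 weeks.

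**Figure D5:**
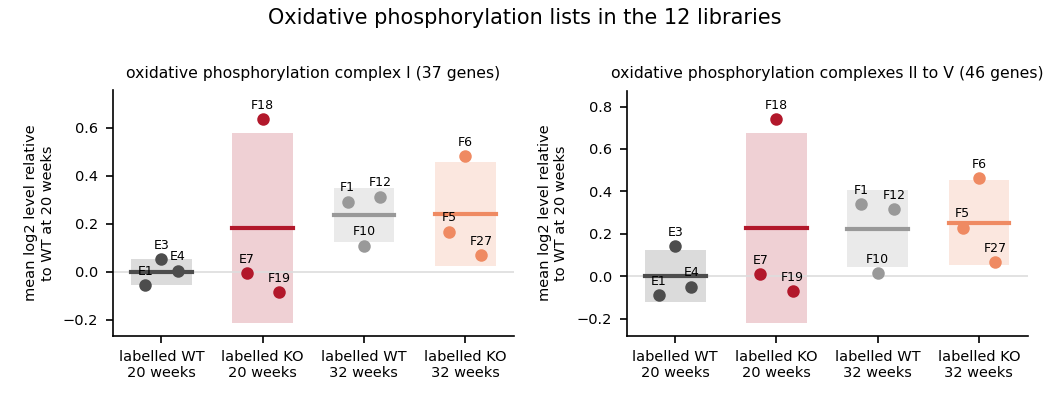
Mean log2 level of complex I genes and of genes of complexes II to V in each library (y axis, log2 relative to the mean of WT at 20 weeks; x axis, the 4 groups of 3 libraries named by animal code). The line is the group mean and the shaded band the mean ± SD.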

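Ppargc1a, the gene of PGC1A itself, was at 15.9 ± 2.54 FPKM in the libraries labelled KO and 16.0 ± 1.07 in WT at 20 weeks (log2 change −0.021 ± 0.13, exact permutation p = 1) and 12.9 ± 2.02 and 14.7 ± 0.313 at 32 weeks (−0.19 ± 0.13, exact p = 0.4). The 55 genes of its programme, coactivated transcription factors, upstream calcium kinases and targets, had a median change of −0.024 at 20 weeks, with 22 above 0 (camera adjusted p = 0.420, adjusted p = 0.563 with an estimated correlation), and −0.039 at 32 weeks, with 16 above 0 (adjusted p = 0.177, adjusted p = 0.860 with an estimated correlation).

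Members with small p values were lower in KO at 20 weeks, among them Camk2g, a calcium-dependent kinase (−0.28 ± 0.075), Ppp3cc, a calcineurin subunit (−0.29 ± 0.079), and Esrrg, a nuclear receptor that drives oxidative genes (−0.34 ± 0.11, and −0.31 ± 0.11 at 32 weeks). The first 2 belong to the calcium signalling that neurons share. Limma called 0 of the 55 over all genes and 0 adjusted over the list alone, and at 20 weeks 1 was higher and 6 lower at an unadjusted p under 0.05.

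In the authors' report the PGC1A set has an NES of −2.51 at 20 weeks and −1.43 at 32 weeks (q = 0.369).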

Of note, these two phenomena correlated with the enhancement of the antioxidant GSH metabolism pathway in 20-week-old *Dusp1*^−/−^ mice, which was maintained at 32 weeks of age (Figure 2A), possibly to compensate/overcome mitochondrial dysfunction and oxidative damage. 

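Glutathione metabolism genes rose in the libraries labelled KO at 20 weeks by a median log2 change of 0.052 over 53 genes, 32 above 0 (camera adjusted p = 0.0275, adjusted p = 0.333 with an estimated correlation). Mgst2, a microsomal glutathione transferase that also acts in leukotriene synthesis, differed by 1.81 ± 0.43 (4.01 ± 0.670 to 15.8 ± 5.69 FPKM), and Ggt7, a gamma-glutamyltransferase of brain, by −0.46 ± 0.082. By 32 weeks the median was 0.090, 35 above 0 (adjusted p = 0.217, adjusted p = 0.860 with an estimated correlation), with Nat8l, which makes the neuronal metabolite N-acetylaspartate, at −0.34 ± 0.077 and Gstt1, a glutathione transferase, at 0.19 ± 0.092. The ages differed by −0.041 (adjusted p = 0.204, adjusted p = 0.665 with an estimated correlation).

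Adjusted over the list alone 3 were higher at 20 weeks, Mgst2 and the NADPH-producing enzymes of the same list, and Ggt7 was lower, while limma called 0 over all genes and 10 were higher and 3 lower at an unadjusted p under 0.05. At 32 weeks 0 passed adjusted over the list alone, limma called 0, and 1 was higher and 1 lower at an unadjusted p under 0.05. Mpo, a myeloperoxidase of neutrophil granules, was at 227, 48.1 and 88.0 FPKM in KO at 20 weeks. The 20-week rise lost its call without E1 or F18 (medians 0.074 and −0.00082) and moved to 0.092 and 0.097 without E4 or F19, and the difference between ages was called without F19 or F6 (medians −0.039 and −0.064).

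Of the 24 enzymes that make and recycle glutathione itself, the median was 0.062 at 20 weeks (adjusted p = 0.354, adjusted p = 0.432 with an estimated correlation) and 0.070 at 32 weeks (adjusted p = 0.366, adjusted p = 0.860 with an estimated correlation). Gpx1, the main glutathione peroxidase, was at 274 ± 57.2 FPKM in KO and 142 ± 4.19 in WT at 20 weeks, and Slc7a11, which imports cystine, at −0.69 ± 0.20. With p adjusted over the list alone 1 was higher, Gpx1, and 3 lower at 20 weeks, limma called 0, and 2 were higher and 4 lower at an unadjusted p under 0.05. Reactome's glutathione conjugation set was not called at either age (26 genes, medians 0.071 and 0.049 at 20 and 32 weeks, adjusted p = 0.126 and 0.454, and 0.592 and 0.924 with an estimated correlation). In the authors' report the KEGG glutathione set has an NES of 2.20 at 20 weeks and 2.61 at 32 weeks.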

Overall, these results indicate that deficiency in DUSP1 activity in mice impacts cochlear redox homeostasis, mitochondrial quality control, apoptosis and inflammation.

### 3.2. N-Acetylcysteine Treatment of Dusp1^−/−^ Mice Has a Positive Impact on Cochlear Glutathione Metabolism

We hypothesized that the gene upregulation of the GSH metabolism pathway in *Dusp1*^−/−^ cochleae might be a consequence of increased ROS production by over-functioning mitochondria that likely drives early and progressive hearing loss in *Dusp1*^−/−^ mice. Accordingly, enhancing GSH synthesis with NAC might be a strategy to counteract redox imbalance (Figure 2B). To test this, we supplied NAC (10 g/L in drinking water) to 3-week-old *Dusp1*^−/−^ mice for 13 weeks and then evaluated hearing loss progression by ABR in the three experimental groups—WT, KO and KO + NAC—at 8 and 16 weeks of age. Samples were collected at both time points for untreated groups and only at the end time point for NAC-treated *Dusp1*^−/−^ mice (Figure 2C). We found that GSH levels were higher and GSSG levels were lower in 8-week-old *Dusp1*^−/−^ inner ears than in equivalent *Dusp1*^+/+^ inner ears, resulting in a higher GSH:GSSG ratio (Figure 2D). These differences were not sustained in 16-week-old *Dusp1*^−/−^ mice, which showed lower levels of reduced and oxidized forms than *Dusp1*^+/+^ mice and similar GSH:GSSG ratio levels (Figure 2D). At this time point, inner ear GSH and GSSG levels were higher in NAC-treated *Dusp1*^−/−^ mice than in untreated *Dusp1*^−/−^ mice but were not significantly different from those in *Dusp1*^+/+^ mice. Inner ear GSR activity in both cytosolic and mitochondrial extracts was lower in 16-week-old WT and KO + NAC groups than in equivalent KO groups (Figure 2E). GSR activity in both compartments increased from 8 to 16 weeks of age in the untreated KO group (Figure 2E).

Finally, RT-qPCR analysis of genes related to cochlear GSH synthesis revealed that expression of the antioxidant enzyme glutathione peroxidase 1 (*Gpx1*) was higher in the untreated KO group than in the WT and KO + NAC groups (Figure 2F). An eventual higher GPX1 activity would require, from the higher GSR activity observed in *Dusp1*^−/−^ mice, maintaining the GSH pool and catalyzing the hydrogen peroxide reduction. Of note, NAC treatment specifically reduced the cochlear expression of the GSH recycling enzyme, gamma glutamyl transferase 1 (*Ggt1*), as compared with untreated groups (Figure 2F).

### 3.3. N-Acetylcysteine Treatment Delays Hearing Loss Onset and Reduces Hair Cell Death in Dusp1^−/−^ Mice

We next performed hearing tests in the three experimental groups at 8 and 16 weeks of age. ABR analysis showed that NAC administration protected against hearing loss in *Dusp1*^−/−^ mice, with intermediate hearing thresholds between those of untreated *Dusp1*^−/−^ mice and *Dusp1*^+/+^ mice (Figure 3A). Specifically, NAC-treated *Dusp1*^−/−^ mice and *Dusp1*^+/+^ mice displayed lower hearing thresholds for the click and tone burst stimuli than *Dusp1*^−/−^ mice at 8 and 16 weeks of age, although with evident age-related differences illustrated by the characteristic progressive high frequency hearing loss pattern in all mouse groups. NAC-mediated protection at the end-time point was evident for the frequencies located in the middle regions of the basilar membrane (8, 16 and 24 kHz) and when the cochleae were multifrequency stimulated (click stimulus). Threshold shifts between both time points (Figure S1A) suggested that the antioxidant power provided by NAC was particularly effective in the first weeks of treatment, as evidenced by the faster sound conduction in 8-week-old NAC-treated *Dusp1*^−/−^, but not later, as revealed by ABR latency analysis (Figure S1B–D).

In accordance with the hearing evaluation findings, histological analysis of cochlear sections revealed better preservation of the OC and SGNs in the basal and middle turns of 16-week-old NAC-treated *Dusp1*^−/−^ mice than of untreated *Dusp1*^−/−^ mice (Figure 3B). No anatomical alterations were observed in cochleae of *Dusp1*^+/+^ mice, whereas untreated *Dusp1*^−/−^ mice displayed a flat OC and neuronal fiber degeneration in the basal turn. NAC-treated *Dusp1*^−/−^ mice exhibited basal turn OHC loss with no alterations in the SG. Untreated-*Dusp1*^−/−^ mice showed patchy OHC loss in the middle turn that was not observed in the other two groups, as expected from the ABR analysis. Next, we performed TUNEL assays and HC Myo7a immunostaining in OC whole mounts (Figure 3C). HC counts confirmed the alterations observed by hematoxylin-eosin staining, with significant inner (IHC) and outer (OHC) loss in the basal turn cochlea of *Dusp1*^−/−^ mice as compared with NAC-treated *Dusp1*^−/−^ and *Dusp1*^+/+^ mice (Figure 3D). Accordingly, the percentage of apoptotic OHCs in the basal turn was higher in untreated *Dusp1*^−/−^ mice than in the other two groups (Figure 3E).

### 3.4. N-Acetylcysteine Administration Modulates Redox Systems and Limits Reactive Oxygen Species Production in Dusp1^−/−^ Cochleae

To better understand how NAC treatment modulates the cochlear antioxidant defense and ROS production systems in *Dusp1*^−/−^ mice, we studied the expression levels of key redox genes. Gene expression analysis showed that *Nrf2*, *Nqo1*, *Sod2* and *Prdx6* levels were higher in 16-week-old *Dusp1*^+/+^ mice than in younger mice (Figure 4A); however, the overall expression profile indicated that NAC administration did not stimulate antioxidant gene expression, which was similar between untreated and NAC-treated *Dusp1*^−/−^ mice. In fact, the expression of several genes (*Keap1*, *Sirt1*, *Sesn2* and *G6pd*) was lower in cochleae of NAC-treated *Dusp1*^−/−^ mice than in equivalent untreated mice when compared with *Dusp1*^+/+^ mice, whereas *Ho1* expression was lower in NAC-treated cochleae than in the other two groups. By contrast, *P22phox,* a component of the O_2_^·−^ generating NADPH oxidase (NOX) complex, increased in 16-week-old *Dusp1*^−/−^ mice, and this was not evident in equivalent NAC-treated *Dusp1*^−/−^ mice, which had levels similar to those of *Dusp1*^+/+^ mice. The same expression pattern was observed for *Ucp2*, an important mitochondrial carrier that controls mitochondria-derived ROS generation in the respiratory chain and whose expression is stimulated upon oxidative stress. The cochlear expression of *Ucp1* was preserved by NAC treatment in *Dusp1*^−/−^ mice as compared with untreated *Dusp1*^−/−^ and *Dusp1*^+/+^ mice, as both latter groups showed a marked reduction in expression when compared with levels in 8-week-old mice. UCP1 generates heat by leaking protons to the mitochondrial matrix and increasing mitochondrial permeability. Finally, the cochlear expression of the nitric oxide isoforms *iNos* and *nNos* was higher in 16-week-old *Dusp1*^+/+^ mice than in 8-week-old counterparts and was unaffected (*iNos*) or lower (*nNos*) in equivalent *Dusp1*^−/−^ with or without NAC supplementation (Figure 4B).

Antioxidant defense, particularly the GSH system, is highly dependent on the reductive power of NADPH, which is produced mainly in the cytosol by sequential reactions catalyzed by G6PD and PGD. Enzymatic measurements revealed higher activity of both enzymes in 8- and 16-week-old untreated and NAC-treated *Dusp1*^−/−^ mice than in *Dusp1*^+/+^ mice (Figure 4C). We also assessed the extent of oxidative damage by analyzing protein carbonylation, finding that NAC administration failed to prevent the formation of these protein modifications in 16-week-old *Dusp1*^−/−^ mice (Figure 4D). Analysis of HO1 and SOD2 protein levels revealed a different pattern of expression to that expected from the mRNA expression data, indicating the likely post-transcriptional regulation of these proteins. Of note, P22PHOX protein levels mirrored the mRNA expression data (Figure 4E), supporting the idea that NAC effectively suppresses NOX-derived O_2_^·−^ generation. Finally, to evaluate pro-apoptotic and survival signaling we studied SAPK and AKT phosphorylated levels, respectively. We observed clear activation of cochlear JNK in NAC-treated *Dusp1*^−/−^ mice compared with the other two groups, whereas AKT was slightly activated in untreated *Dusp1*^−/−^ mice as compared with *Dusp1*^+/+^ mice (Figure 4E).

### 3.5. N-Acetylcysteine Administration Protects Mitochondria and Restrains DNA Damage in Spiral Ganglion Neurons

Increased ROS generation and inefficient oxidative phosphorylation are closely linked to impaired mitochondrial function and quality control. Immunolabeling of SGN for mitochondrial complex IV (cytochrome C oxidase)—used as a marker of mitochondrial integrity—revealed evident differences between groups, with significantly stronger neuron immunostaining in NAC-treated *Dusp1*^−/−^ mice, both in the basal and middle cochlear turns, than in untreated *Dusp1*^−/−^ mice (Figure 5A,B); no differences were observed between *Dusp1*^+/+^ and untreated *Dusp1*^−/−^ mice.

To further study energy metabolism and the generation of new mitochondrial mass, we measured the expression levels of the PGC-1 family members (*Pgc1α, Pgc1β*), in addition to downstream genes and canonical mitochondrial genes (Figure 5C). Expression data indicated that the mitochondrial biogenesis program was stimulated in 16-week-old *Dusp1*^+/+^ mice, as evidenced by the higher expression levels of regulatory (*Pgc1α*, *Pgc1β*, *Pparα*, *Tfb2m* and *Alas1*) and electron transport chain component (*Sdha*, *Uqcrc2*, *Mtco1* and *Mtap6*) genes and citrate synthase (*Cs*) when compared with younger mice. This induction of gene expression was not evident in NAC-treated or untreated *Dusp1*^−/−^ mice, with the expression of most genes significantly reduced at this age in both groups (Figure 5C). This accords with the downregulation of the PGC1A pathway in *Dusp1*^−/−^ mice revealed by RNAseq (Figure 1).

Redox dysregulation may lead to DNA damage, which was highlighted in the GSEA. To evaluate this, cochlear sections were stained for the DNA damage marker phosphorylated histone 2A.X (p-H2A.X) (Figure 5D), and foci number were quantified in SGN nuclei (Figure 5E). The percentage of SGNs with >5 p-H2A.X foci per nucleus was higher in the middle turn cochlea from untreated *Dusp1*^−/−^ mice than from the other two groups. Of note, p-H2A.X levels in whole cochlear protein extracts were significantly lower in NAC-treated *Dusp1*^−/−^ mice than in untreated *Dusp1*^−/−^ mice (Figure 5F).

### 3.6. N-Acetylcysteine Administration Normalizes the Inflammatory Response and Macrophage Recruitment in Dusp1^−/−^ Cochlea

Chronic inflammation is a common feature of aberrant ROS production, which stimulates the inflammatory response in a positive feedback loop to ultimately disrupt cell and tissue homeostasis. In this context, DUSP1 is a key regulator of cell fate in response to oxidative and inflammatory stimuli. To further understand how loss of *Dusp1* impacts the regulation of these two pathways, we studied the production of inflammatory mediators in the 3 groups of mice (Figure 6A). Gene expression analysis of cochleae revealed a marked induction of proinflammatory cytokine gene expression of *Tnfα*, *Il1β*, *Il6* and *Il18* in *Dusp1*^−/−^ mice from 8 to 16 weeks. Even at the earlier age tested, cytokine expression levels were higher in *Dusp1*^−/−^ mice than in *Dusp1*^+/+^ mice with the exception of *Il18*. *Il1β* expression also increased from 8 to 16 weeks in *Dusp1*^+/+^ mice, albeit to a much lesser extent. Of note, cytokine expression levels were similar between NAC-treated *Dusp1*^−/−^ mice and *Dusp1*^+/+^ mice, indicating that NAC blunts the inflammatory response. A similar NAC response was observed for the expression levels of *Tgfβ1*, *Mpo*, *Foxp3* and *Kim1*. Overall, these results suggest that the induction of inflammatory gene expression observed in *Dusp1*^−/−^ cochleae was secondary to the oxidative imbalance, as it could be repressed, albeit incompletely, with NAC. To further confirm this, we tested for the presence of macrophages in the spiral ligament of cochlear sections by IBA1 immunolabeling (Figure 6B). Results showed stronger IBA1 staining in *Dusp1*^−/−^ basal and middle cochlear turns than in equivalent sections from *Dusp1*^+/+^ mice. NAC administration effectively limited macrophage infiltration in the middle turn but not in the basal turn (Figure 6C), which correlates well with our data on cochlear damage and hearing thresholds.

## 4. Discussion

DUSP1 appears to be a converging node for stress-related inflammation and oxidative stress pathways in the cochlea. DUSP1 contributes to redox homeostasis, inflammatory response and, consequently, to hearing preservation. Our findings indicate that administration of the antioxidant NAC to *Dusp1*-deficient mice mitigates, at least in part, the adverse effects caused by DUSP1 loss-of-function and delays the onset of hearing loss. It is likely, however, that DUSP1 has broader functions, and thus NAC administration fails to fully restore hearing in *Dusp1*-deficient mice.

Cochlear stress triggers the activation of pro-apoptotic and survival signaling pathways through MAPK cascades [9,39], and the magnitude of cross-talk between these pathways likely tips the balance in one direction or the other [40]. A uniqueness of DUSP1 is its ability to control multiple pathways and to orchestrate cellular responses to multiple stimuli [15]. Our high-throughput cochlear transcriptome profiling provides valuable data on the contribution of DUSP1 to the molecular mechanisms underlying hearing loss. As expected, pathways related to immune system were among the most affected by *Dusp1* deletion in mice, both at 20 and 32 weeks of age. 

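In Reactome, interferon gamma signaling rose at both ages in the libraries labelled KO, by a median log2 change of 0.22 over 77 genes at 20 weeks and 0.15 at 32 weeks (camera adjusted p = 5.85e-07 and 1.66e-07). Cytokine signaling, a broader set of 206 genes that holds it, rose at both ages as well (adjusted p = 1.97e-06 and 0.00590). Innate immune genes, which cover neutrophil granules, complement and pattern receptors, rose at 20 weeks (465 genes, adjusted p = 0.00188) and had an adjusted p of 0.337 at 32 weeks. Interleukin signaling did the same (99 genes, adjusted p = 0.000361 and 0.782). With an estimated correlation 0 of the 714 sets passed at either age. An interaction with age was not tested for these sets.

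Outside immunity, Reactome sets of the cell cycle and of nerve were called as well: of the 714, 223 were higher and 39 lower at 20 weeks, and 150 higher and 4 lower at 32 weeks. Leaving out a library changed the 32-week count, to 28 higher and 3 lower without F10 and to 87 higher and 7 lower without F5. The neutrophil protease gene Prtn3 was at 199 FPKM in F5, 3.28 in F10 and 2.39 in F6.

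In the authors' reports 50 sets put in the immune class by keyword pass q under 0.01 at 20 weeks and 27 of them also at 32 weeks. Among the 50 is KEGG's RNA polymerase set, which matched a keyword by its letters only and is not past that q at 32 weeks.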

Pro-inflammatory cytokines activate SAPK signaling pathways during the acute phase of the inflammatory response, which can ultimately trigger apoptosis. In this line, tumor necrosis factor-*α* (TNF*α*) is one of the most investigated factors involved in HC death pathways in vivo and in vitro—either by the intrinsic mitochondrial cascade or through the binding of ligands to cell surface death receptors (extrinsic pathway) [41]. Concomitant with immune cell recruitment, the expression of TNF*α* increases rapidly after cochlear damage, activating nuclear factor kappa-light-chain-enhancer of activated B cells (NF-κβ) and stimulating the production of other cytokines, chemokines and adhesion molecules [42]. 

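TNF and NF-kB pathway genes rose at 20 weeks in the libraries labelled KO by a median log2 change of 0.14 over 45 genes (camera adjusted p = 1.87e-05, adjusted p = 0.316 with an estimated correlation). Nfkb2, an NF-kB subunit, was at 10.7 ± 0.323 FPKM in KO and 8.23 ± 1.15 in WT, its cofactor Bcl3 differed by 0.58 ± 0.18, and Map3k7, the kinase that relays TNF receptor signals, by −0.25 ± 0.074 and −0.29 ± 0.074 at 20 and 32 weeks. The 32-week median of the list was 0.0047 (adjusted p = 0.680, adjusted p = 0.961 with an estimated correlation), and the ages differed by −0.11 (adjusted p = 9.74e-05, adjusted p = 0.590 with an estimated correlation). Over all genes limma called 0, 0 passed adjusted over the list alone, and 16 were higher and 1 lower at an unadjusted p under 0.05 at 20 weeks. The difference between ages moved to −0.061 without F6.

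Receptors of cytokines and chemokines rose at 20 weeks by 0.29 over 43 genes (adjusted p = 5.30e-07, adjusted p = 0.336 with an estimated correlation), with the decoy receptor Il1r2 at 1.40 ± 0.42, Cd40, a receptor of antigen-presenting cells, at 0.79 ± 0.24 and the interferon gamma receptor Ifngr1 at 0.46 ± 0.15. Adhesion and migration genes of leucocytes rose by 0.49 over 30 (adjusted p = 0.000244, adjusted p = 0.316 with an estimated correlation), with the marrow niche chemokine Cxcl12 at 0.82 ± 0.25 and Thy1, a surface protein of neurons and T cells, at −0.32 ± 0.079. The medians at 32 weeks were 0.093 (adjusted p = 0.258, adjusted p = 0.925 with an estimated correlation) and 0.092 (adjusted p = 0.164, adjusted p = 0.860 with an estimated correlation), and the ages differed by −0.22 (adjusted p = 6.39e-05, adjusted p = 0.590 with an estimated correlation) and −0.44 (adjusted p = 0.0135, adjusted p = 0.590 with an estimated correlation). At an unadjusted p under 0.05, 17 and 12 genes were higher and 0 and 1 lower at 20 weeks, with 0 called by limma and 0 adjusted over the list alone. The receptor list was called without F12, F6 or F27 (medians 0.17, 0.13 and 0.16) at 32 weeks and its difference between ages moved to −0.33 and −0.15 without E4 or E7, and adhesion moved to 0.28 without E7 at 20 weeks, was called without F12 or F27 (medians 0.19 and 0.25) at 32 weeks and its difference between ages lost its call without E1, E7, F12 or F27 (medians −0.43 to −0.16).

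Phagocytosis and Fc gamma receptor genes rose at both ages, by 0.96 over 44 genes at 20 weeks (adjusted p = 1.28e-14, adjusted p = 0.316 with an estimated correlation) and 0.23 at 32 weeks (adjusted p = 0.000416, adjusted p = 0.860 with an estimated correlation). Syk and Fgr, kinases below the Fc receptors, differed by 2.16 ± 0.63 and 2.24 ± 0.68 at 20 weeks, and Tap2, a peptide transporter gene within 10 Mb of Dusp1, by 0.30 ± 0.067 and 0.16 ± 0.067. Adjusted over the list alone 30 were higher at 20 weeks and 0 at 32 weeks, 31 and 1 had an unadjusted p under 0.05, and limma called 0 over all genes. Reactome's set of phagocytosis by Fc gamma receptors was not called at either age (71 genes, medians 0.022 and 0.015 at 20 and 32 weeks, adjusted p = 0.0828 and 0.795, and 0.787 and 0.969 with an estimated correlation). Between ages the genotype difference moved by −0.64 (adjusted p = 9.63e-08, adjusted p = 0.590 with an estimated correlation). Phagocytosis moved to 0.61 without E7 at 20 weeks. This rise turned to −0.15 without F5, lost its call without F10 (median 0.16) and moved to 0.44, 0.42 and 0.44 without F12, F6 or F27 at 32 weeks. The difference between ages moved to −0.30, −1.01 and −0.38 without E7, F5 or F27.

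Inflammasome genes rose at 20 weeks by 0.35 over 14 genes (adjusted p = 0.0285, adjusted p = 0.469 with an estimated correlation), with Nlrp3, a sensor, at 0.74 ± 0.27 and the cytokine Il18 at −0.32 ± 0.11, 2 higher and 1 lower at an unadjusted p under 0.05, and 0 called by limma or adjusted over the list alone. The median at 32 weeks was 0.11 (adjusted p = 0.229, adjusted p = 0.860 with an estimated correlation) and the ages differed by −0.10 (adjusted p = 0.278, adjusted p = 0.779 with an estimated correlation). This list lost its call without E1 or E7 (medians 0.29 and 0.19) at 20 weeks and was called without F12 or F27 (medians 0.23 and 0.21) at 32 weeks.

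Neutrophil transcripts rose in the same libraries, with S100a9, the partner of S100a8, at 3448 ± 2996 FPKM in KO and 131 ± 96.5 in WT at 20 weeks. With the neutrophil marker level as a covariate, chosen after the data were seen, the 20-week median was 0.053 for TNF and NF-kB, −0.18 for receptors, −0.052 for adhesion, −0.16 for phagocytosis and −0.14 for the inflammasome. The differences between ages of the receptor, adhesion and phagocytosis lists turned in direction under this covariate as well.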

TNF*α* and NF-κβ signaling, cytokine, chemokine, cell adhesion, phagocytosis and pathways related to intrinsic and extrinsic apoptotic cascades were prominent in the enriched pathways in cochleae from 20-week-old *Dusp1*^−/−^ mice. We speculate that *Dusp1* deletion renders the cochlea unable to resolve the pro-inflammatory response, contributing to HC and SGN apoptosis [9,17].

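Markers of neurons fell in the libraries labelled KO at both ages, with a median log2 change of −0.26 over 35 genes at 20 weeks (camera adjusted p = 5.68e-05, adjusted p = 0.315 with an estimated correlation) and −0.13 at 32 weeks (adjusted p = 0.000550, adjusted p = 0.646 with an estimated correlation). Elavl4, an RNA-binding protein of neurons, was at 33.6 ± 3.09 FPKM in KO and 41.5 ± 1.85 in WT at 20 weeks and differed by −0.30 ± 0.080 and −0.24 ± 0.080. Ntrk2, the BDNF receptor, differed by −0.34 ± 0.093 at 20 weeks and Isl1, a transcription factor of spiral ganglion neurons, by −0.27 ± 0.096 at 32 weeks. With p adjusted over the list alone 5 were lower at 20 weeks and 0 at 32 weeks, limma called 0 over all genes, and 12 and 5 were lower at an unadjusted p under 0.05, with 2 higher at 20 weeks.

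Markers of brain and brainstem, tissue that can come along with the auditory nerve, fell at 20 weeks with a median of −0.53 over 19 genes (adjusted p = 0.000750, adjusted p = 0.320 with an estimated correlation). Aqp4, an astrocyte water channel, differed by −0.68 ± 0.25 and Zic1, a cerebellar transcription factor, by −1.15 ± 0.51. At 32 weeks the median was −0.065 (adjusted p = 0.261, adjusted p = 0.860 with an estimated correlation) and the ages differed by 0.50 (adjusted p = 0.0236, adjusted p = 0.590 with an estimated correlation). At an unadjusted p under 0.05, 3 were lower at 20 weeks, with 0 called by limma and 0 adjusted over the list alone. The list moved to −0.34 without E1 at 20 weeks, and the difference between ages lost its call without E1, E7, F18, F12 or F27 (medians 0.26 to 0.47).

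Schwann cell and myelin markers fell at 20 weeks with a median of −0.11 over 27 genes (adjusted p = 0.0233, adjusted p = 0.608 with an estimated correlation), with Mbp, myelin basic protein, at −0.34 ± 0.17 and Fabp7, a lipid carrier of glia, at −0.81 ± 0.30 and −0.88 ± 0.30 at the 2 ages. By 32 weeks the median was −0.0090 (adjusted p = 0.379, adjusted p = 0.957 with an estimated correlation) and the ages differed by 0.096 (adjusted p = 0.158, adjusted p = 0.870 with an estimated correlation). Of the 27, 1 was lower at an unadjusted p under 0.05 at 20 weeks, limma called 0 and 0 passed adjusted over the list alone. The list lost its call without E4, E7 or F18 (medians −0.026, −0.12 and −0.036) and moved to −0.21 and −0.26 without E1 or F19 at 20 weeks and was called without F27 (median −0.086) at 32 weeks, and the difference between ages was called without E1, E3, F19, F1 or F5 (medians 0.14 to 0.26). Chil3, a secreted neutrophil and macrophage lectin, was at 145 ± 126 FPKM in KO and 2.44 ± 1.72 in WT at 20 weeks. The Schwann cell median at 20 weeks turned in direction with the neutrophil marker level as a covariate, chosen after the data were seen.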

The importance of DUSP1 for neuronal homeostasis was also evident in our study, as illustrated by the downregulation of neuronal system pathways in *Dusp1*^−/−^ cochleae. Neuroprotective roles have previously been ascribed to DUSP1, and reduced levels have been related to neurological disorders [43]. 

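Reactome's respiratory electron transport set, 64 genes of the chain that KEGG also lists under Parkinson's, Alzheimer's and Huntington's disease, rose at 20 weeks in the libraries labelled KO by a median log2 change of 0.21 (camera adjusted p = 8.93e-06) and had a median of −0.014 at 32 weeks (adjusted p = 0.981). The rise of chain genes is that of 1 library: mean log2 levels of the complex I list relative to WT were 0.64 in F18, −0.0065 in E7 and −0.087 in F19. Among its genes at 20 weeks, Ndufb7 and Ndufa1 of complex I differed by 0.23 ± 0.15 and 0.30 ± 0.21, and Atp5e of ATP synthase by 0.29 ± 0.20. With an estimated correlation 0 of 714 Reactome sets passed at either age, and the difference between ages was not tested for Reactome sets.

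In the authors' reports the NES is 5.77 at 20 weeks and 1.15 at 32 weeks for Parkinson's disease, 5.16 and 1.39 for Alzheimer's disease, and 4.69 and 2.26 for Huntington's disease (q = 0.00306 at 32 weeks), and 3 sets of this kind pass q under 0.01 at 20 weeks and 1 also at 32 weeks. Outside the chain, App, the amyloid precursor, differed by −0.050 ± 0.13 at 20 weeks and Htt, huntingtin, by −0.097 ± 0.10. These 2 genes were chosen after their values were seen. Hbb-b1, a beta globin, was at 2760.5 ± 859 FPKM in KO and 1214 ± 646 in WT at the same age.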

Our data show that several pathways related to neurodegenerative diseases (including Huntington’s, Alzheimer’s and Parkinson’s disease) were enriched in the absence of DUSP1. Pathways related to DNA processes were also conspicuous in *Dusp1*^−/−^ cochlea. Among them, DNA damage pathways including DNA repair, ATM and ATR-BRCA pathways were upregulated. 

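Genes of ATM and ATR signalling rose at 20 weeks in the libraries labelled KO by a median log2 change of 0.067 over 35 genes, 26 above 0 (camera adjusted p = 0.00255, adjusted p = 0.432 with an estimated correlation). H2afx, the histone that ATM phosphorylates at breaks, was at 31.6 ± 11.3 FPKM in KO and 14.2 ± 0.0525 in WT, Gadd45a, a damage-induced growth arrest gene, differed by 0.53 ± 0.17, and Wee1, a kinase that holds cells before mitosis, by 0.24 ± 0.092 and 0.22 ± 0.092 at 20 and 32 weeks. The 32-week median of the list was 0.036 (adjusted p = 0.270, adjusted p = 0.875 with an estimated correlation), and the ages differed by −0.031 (adjusted p = 0.0427, adjusted p = 0.687 with an estimated correlation). Limma called 0 over all genes, 0 passed adjusted over the list alone, and 5 were higher and 1 lower at an unadjusted p under 0.05 at 20 weeks.

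Reactome's activation of ATR at stressed replication forks rose at both ages (35 genes, medians 0.36 and 0.13, adjusted p = 1.00e-05 and 0.0305), DNA repair at 20 weeks (130 genes, adjusted p = 0.000869, and 0.100 at 32 weeks) and base excision repair at 20 weeks (31 genes, adjusted p = 0.000172, and 0.150). With an estimated correlation 0 of 714 sets passed. In the authors' reports the NES is 2.29 (q = 0.00337) and 0.97 for the ATM set, 2.42 (q = 0.00351) and 1.33 for ATR-BRCA, and 4.38 and 3.81 for Reactome DNA repair, at 20 and 32 weeks.

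Ctsg, a protease of neutrophil precursors, was at 31.4 ± 22.8 FPKM in KO and 0.486 ± 0.373 in WT at 20 weeks. With the neutrophil marker level as a covariate, chosen after the data were seen, the 20-week median of the ATM and ATR list turned to −0.13. It moved to 0.14 without F18 at 20 weeks and was called without F6 (median 0.091) at 32 weeks, and the difference between ages lost its call without E1, E3, E4, E7, F19, F12, F6 or F27 (medians −0.045 to 0.025) and moved to −0.11, −0.055 and −0.080 without F18, F1 or F5.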

Because of its capacity to inhibit apoptotic signals, DUSP1 has been widely studied in vivo and in vitro as a proto-oncogene and is associated with tumor progression in several types of cancer [44], which agrees with the changes in cell cycle and cancer-related pathways in our dataset.

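Mitotic genes rose in the libraries labelled KO by a median log2 change of 1.46 at 20 weeks, with all 51 above 0 (camera adjusted p = 3.14e-20, adjusted p = 0.316 with an estimated correlation), and of 0.29 at 32 weeks (adjusted p = 0.00706, adjusted p = 0.860 with an estimated correlation). Bub1b, a spindle checkpoint kinase, was at 4.30 ± 2.20 FPKM in KO and 0.804 ± 0.174 in WT at 20 weeks, and Aurkb, which corrects spindle attachment, and Ccnb1, cyclin B1, differed by 2.55 ± 0.83 and 2.55 ± 0.84. Adjusted over the list alone 37 were higher at 20 weeks and 0 at 32 weeks, 43 and 0 had an unadjusted p under 0.05, and limma called 0 over all genes. Across ages the change was −1.16 (adjusted p = 4.19e-14, adjusted p = 0.590 with an estimated correlation). Only 22 of the 51 reached 1 FPKM in WT at 20 weeks.

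Erythroid genes rose with them at 20 weeks, by 1.90 over 26 genes (adjusted p = 2.40e-10, adjusted p = 0.316 with an estimated correlation), among them Gata1, the transcription factor of red cell precursors (2.56 ± 0.85), Epor, the erythropoietin receptor (1.95 ± 0.63), and Slc4a1, the red cell anion exchanger (4.00 ± 1.40). At 32 weeks their median was 0.30 (adjusted p = 0.261, adjusted p = 0.937 with an estimated correlation), and the ages differed by −1.65 (adjusted p = 5.30e-08, adjusted p = 0.590 with an estimated correlation). At an unadjusted p under 0.05, 20 were higher at 20 weeks, with 0 called by limma and 0 adjusted over the list alone. Cebpe, the transcription factor of late granulocyte precursors, was at 19.2 FPKM in E7, 17.4 in F5 and 0.0339 to 7.67 in the other libraries.

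At 32 weeks the mitotic list turned to −0.35 without F5, lost its call without F1 or F10 (medians 0.14 and 0.063) and moved to 0.68, 0.61 and 0.64 without F12, F6 or F27, and the erythroid list turned to −0.57 without F5 and was called without F12, F6 or F27 (medians 0.99, 0.65 and 0.78). The difference between ages moved to −0.75 and −1.82 without E7 or F5 for the mitotic list and moved to −0.99 without F12 for the erythroid list, and with the neutrophil marker level as a covariate, chosen after the data were seen, the 20-week medians turned to −0.42 and −0.53. The mitotic median at 32 weeks and the differences between ages of both lists turned in direction under this covariate as well.

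**Figure D6:**
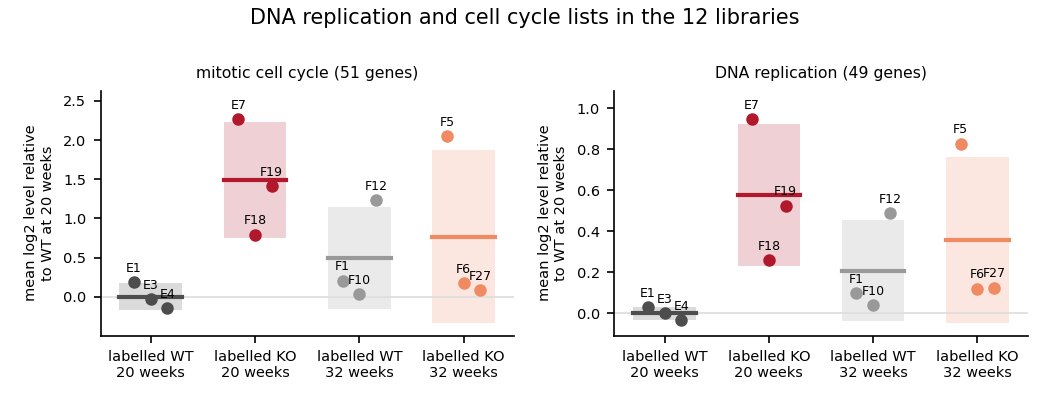
Mean log2 level of mitotic cell cycle genes and of DNA replication genes in each library (y axis, log2 relative to the mean of WT at 20 weeks; x axis, the 4 groups of 3 libraries named by animal code). The line is the group mean and the shaded band the mean ± SD.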

Mitochondrial function and maintenance of energetic integrity are essential for cellular homeostasis. Based on our data, mitochondrial quality control and biogenesis regulation in the cochlea are likely to be impaired in the absence of DUSP1 [45], as revealed by the downregulation of PGC1α and the enhanced oxidative phosphorylation pathways in 20-week-old *Dusp1*^−/−^ cochlea. 

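Genes of the mitochondrial ribosome, which makes the 13 chain proteins encoded in mitochondria, rose in the libraries labelled KO by a median log2 change of 0.10 over 75 genes at 20 weeks (camera adjusted p = 5.68e-05, adjusted p = 0.546 with an estimated correlation) and 0.042 at 32 weeks (adjusted p = 0.0256, adjusted p = 0.860 with an estimated correlation). Mrpl33 and Mrps10, of the large and the small subunit, differed by 0.51 ± 0.19 and 0.22 ± 0.086 at 20 weeks, and Mrps10 by 0.31 ± 0.086 at 32 weeks. Over all genes limma called 0, 0 passed adjusted over the list alone, and 2 and 1 were higher at an unadjusted p under 0.05. The ages differed by −0.048 (adjusted p = 0.0374, adjusted p = 0.858 with an estimated correlation). This list turned in camera's direction without F18 (median 0.0036) and moved to 0.18 without F19 at 20 weeks, turned to −0.019 without F6, lost its call without F10 (median 0.016) and moved to 0.074 without F27 at 32 weeks, and its difference between ages turned to 0.052 without F18, lost its call without E1, F1, F12, F5 or F27 (medians −0.035 to 0.00033) and moved to −0.090, −0.11 and −0.10 without E7, F19 or F6.

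Peroxisome genes rose at 20 weeks by 0.16 over 54 genes (adjusted p = 0.000774, adjusted p = 0.494 with an estimated correlation), with Xdh, which makes urate and superoxide, at 0.76 ± 0.21 and the peroxide-removing Prdx5 at 0.31 ± 0.089. Decr2, which lies near Dusp1, was lower at both ages (−0.69 ± 0.11 and −0.65 ± 0.11) and was the only member past the threshold adjusted over the list alone at each age. Over all genes limma called 0 at either age, and 6 were higher and 1 lower at an unadjusted p under 0.05 at 20 weeks. The median at 32 weeks was −0.012 (adjusted p = 0.709, adjusted p = 0.961 with an estimated correlation), and the ages differed by −0.16 (adjusted p = 0.000459, adjusted p = 0.590 with an estimated correlation). The list turned to −0.0026 without F18 at 20 weeks and was called without F6 (median −0.050) at 32 weeks, and the difference between ages turned in camera's direction without F18 (median −0.014).

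Reactome's mitochondrial biogenesis set, 20 genes, had an adjusted p of 0.698 at 20 weeks and 0.829 at 32 weeks. Library F18, with the most mitochondrial transcripts at 20 weeks, held 69.5 FPKM of the neutrophil gene Retnlg against 468 in E7.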

Mitochondria are extremely dynamic and environmentally sensitive organelles that can adapt rapidly to adverse conditions to preserve energetic supply [46]. Even mild mitochondrial stress has been proposed to protect the cell through increased ROS signaling as an adaptative response to reduce vulnerability to additional metabolic anomalies [47]. Indeed, mitochondria produce up to the 90% of all intracellular ROS, which are associated with cellular respiration, making them one of the main targets of oxidative damage. Loss of DUSP1 function might render cochlear cells incapable of adapting to a pro-oxidant environment, leading to overwhelmed mitochondria and damage [48]. This is consistent with the sustained gene enrichment for GSH metabolism observed in 20- and 32-week-old *Dusp1*^−/−^ mice, likely induced to restore redox balance. In this sense, metabolism and inflammation are both closely linked to ROS signaling [49], which might account for the exacerbated inflammatory response observed in *Dusp1*^−/−^ mice. These findings suggest that increased ROS production and mitochondrial dysfunction trigger the inflammation and apoptotic pathways activated in *Dusp1*^−/−^ cochlea [9,39,50]. This is supported by our finding that the administration of a GSH prodrug restores redox balance and lessens the impact of DUSP1 loss-of-function for cochlear homeostasis.

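Targets of NRF2 and antioxidant enzymes rose at 20 weeks in the libraries labelled KO by a median log2 change of 0.13 over 44 genes, 35 above 0 (camera adjusted p = 3.16e-05, adjusted p = 0.315 with an estimated correlation). Hmox1, which breaks down heme and is abundant in macrophages, was at 27.0 ± 11.1 FPKM in KO and 12.2 ± 1.91 in WT. At 32 weeks the median was 0.061 (adjusted p = 0.117, adjusted p = 0.860 with an estimated correlation), with Nfe2l2, the gene of NRF2, at 0.15 ± 0.059, and the ages differed by −0.083 (adjusted p = 0.00387, adjusted p = 0.579 with an estimated correlation). Limma called 0 over all genes, 2 enzymes that make NADPH passed adjusted over the list alone at 20 weeks, and 10 were higher and 1 lower at an unadjusted p under 0.05. The list moved to 0.050 without F18 at 20 weeks and was called without F12 or F27 (medians 0.080 and 0.082) at 32 weeks, and the difference between ages lost its call without F18 or F27 (medians −0.053 and −0.070) and moved to −0.16 without F6.

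NADPH oxidase genes, which make superoxide, rose at 20 weeks by 0.96 over 11 genes (adjusted p = 0.00204, adjusted p = 0.316 with an estimated correlation). The phagocyte subunits Ncf1, Ncf4 and Rac2 differed by 2.25 ± 0.70, 2.41 ± 0.75 and 2.35 ± 0.75, and their membrane subunit Cyba by 0.96 ± 0.30. Nox3, the oxidase of the inner ear, was at 12.4 ± 6.95 FPKM in KO and 5.12 ± 6.22 in WT at 32 weeks (1.64 ± 0.91). With p adjusted over the list alone 6 were higher at 20 weeks, the same number had an unadjusted p under 0.05, and limma called 0 over all genes. By 32 weeks the median was 0.30 (adjusted p = 0.229, adjusted p = 0.860 with an estimated correlation), and the ages differed by −0.66 (adjusted p = 0.0304, adjusted p = 0.590 with an estimated correlation). The list was called without F27 (median 0.53) at 32 weeks, and the difference between ages lost its call without E1, E4, E7, F19, F1 or F27 (medians −0.75 to −0.36) and moved to −0.99 without F5.

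Ltf, the lactoferrin of neutrophil granules, was at 206 ± 171 FPKM in KO and 35.9 ± 40.3 in WT at 20 weeks. Under the neutrophil marker level as a covariate, chosen after the data were seen, the oxidase median at 20 weeks turned to −0.11.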

In anticipation of the oxidative imbalance in *Dusp1*^−/−^ mice, we administered NAC to pups after weaning. Measurement of GSH levels indicated that the usage of GSH is finely tuned in NAC-treated cochleae, with higher total GSH levels and lower GSR turnover rate than in untreated cochleae, suggesting a reduced need for replacing GSSG to increase the GSH pool. Accordingly, *Ggt1* mRNA levels were reduced, which might indicate that NAC provides a more efficient source of cysteine than the ATP-dependent process associated with GSH extracellular export and recycling. Indeed, NAC administration has been reported before to prevent progressive hearing loss in *Ggt1* deficient mice, presumably by providing cysteine [51].

In line with the above, we found that the expression of antioxidant defense enzymes was not induced in NAC-treated cochlea samples, and no differences were observed in protein carbonylation. It is likely that the correct combination of antioxidants with different mechanisms of action, rather than NAC alone, would enhance the cochlear antioxidant defense impacting simultaneously at different levels [5]. By contrast, WT cochleae showed an age-related and coordinated induction of antioxidant genes, possibly driven by NRF2 [52], which prevented protein oxidative modifications. However, our results point to a limitation in ROS production at this age that correlated with a better preservation of mitochondrial function and energetic supply in NAC-treated cochlea. Conversely, NADPH production by G6PD and PGD was not reduced in NAC-treated cochlea, which is particularly intriguing as NOX and GSR activities depend highly on this cofactor [53]. In this regard, RNAseq data suggest that the distinct regulation of G6PD and PGD in wild type and knockout mice may be a consequence of the metabolic alterations in the pentose phosphate cycle associated with *Dusp1* deficiency. Furthermore, *Dusp1*^−/−^ cochlea showed increased transcript and protein levels of P22PHOX [25], suggesting that NADPH production could be increased to maintain the levels due to increased spend. In contrast, we speculate that neither O_2_^−^ generation (by NOX) nor GSH regeneration is required at higher rates in NAC-treated cochlea. Therefore, NADPH is likely used by other NADPH-dependent enzymes that participate in reductive anabolic reactions.

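G6pdx, whose enzyme starts the pentose phosphate pathway and makes NADPH, was at 48.4 ± 6.51 FPKM in the libraries labelled KO and 31.9 ± 1.59 in WT at 20 weeks (log2 change 0.58 ± 0.12, exact permutation p = 0.1, the smallest 3 against 3 can give) and at 42.7 ± 6.23 and 36.3 ± 3.39 at 32 weeks (0.23 ± 0.12, exact p = 0.2). Pgd, the next NADPH-making enzyme, was at 74.7 ± 15.9 and 42.2 ± 0.677 FPKM at 20 weeks (0.79 ± 0.18, exact p = 0.1) and 60.9 ± 13.1 and 53.5 ± 5.76 at 32 weeks (0.17 ± 0.18, exact p = 0.6). The 21 genes of the pathway rose at 20 weeks by a median of 0.20 (camera adjusted p = 0.000787, adjusted p = 0.316 with an estimated correlation), with Pgls, the lactonase between the 2 enzymes, at 0.71 ± 0.17 and the transaldolase Taldo1 at 0.77 ± 0.23.

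The 32-week median of the list was 0.094 (adjusted p = 0.108, adjusted p = 0.860 with an estimated correlation), and the ages differed by −0.098 (adjusted p = 0.0317, adjusted p = 0.590 with an estimated correlation). Adjusted over the list alone 5 genes passed at 20 weeks and 0 at 32 weeks, 8 and 1 had an unadjusted p under 0.05, and limma called 0 over all genes, G6pdx and Pgd included. The authors' Cuffdiff output has Pgd higher in KO by 0.83 (q = 0.00107) and G6pdx by 0.60 (q = 0.0663) at 20 weeks, and by 0.19 and 0.24 (q = 1.00 for both) at 32 weeks. Mmp8, a collagenase of neutrophils, was at 41.2 ± 42.4 FPKM in KO and 2.06 ± 1.41 in WT at 20 weeks. Given the neutrophil marker level as a covariate, chosen after the data were seen, the pathway median was 0.076 and not called.

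The pathway moved to 0.12 without E4 at 20 weeks and was called without F12 or F27 (medians 0.15 and 0.17) at 32 weeks, and the difference between ages lost its call without E4, F18, F1, F12 or F27 (medians −0.13 to 0.0032) and moved to −0.16, −0.15 and −0.17 without E3, F10 or F6. The KEGG set in the authors' reports has an NES of 2.86 at 20 weeks and 1.91 at 32 weeks (q = 0.0182).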

The mitochondrial biogenesis program was not activated in NAC-treated *Dusp1*^−/−^ mice in contrast to what we observed in WT cochleae. Nevertheless, mitochondria integrity was preserved in NAC-treated SGNs. On this basis, we propose that early NAC administration generates a balanced redox environment in the mitochondria that prevents the oxidative damage in the organelle [54] that would, otherwise, have a detrimental outcome, as observed in untreated *Dusp1*^−/−^ mice.

Active SAPKs promote cytokine production and leukocyte migration to injury sites. Therefore, tight control of the activation of these kinases is key to preventing an inflammatory response and the propagation of damage [17]. In this context, DUSP1 is induced in response to inflammatory stimuli to mediate shutdown of the acute inflammation phase [55]. We found that inflammation was present at early stages in *Dusp1*^−/−^ cochlea, later becoming chronic with production of inflammatory mediators that contributed to severity and propagation of damage accompanied by increased macrophage recruitment [56,57]. In this regard, expression of the master regulator of the development and function of regulatory T-cells, *Foxp3*, was induced in *Dusp1*^−/−^ cochlea at 16 weeks of age. When stimulated, regulatory T-cells aid in resolving established inflammation by suppressing immune responses of other cells and inducing them to express immunosuppressive cytokines such as IL-10 [58]. Despite the higher *Il10* expression in 16-week-old *Dusp1*^−/−^ mice, the increase was not significant and might indicate deficient activation of the inflammation resolution phase. Specifically, IL-10 is known to induce the robust expression of *Dusp1* that sustains mRNA levels in a feedback loop and correlates with inhibition of p38 signaling and with IL-6 and IL-12 production in vitro [59].

Inflammation was reduced in NAC-treated mice, although it was not completely neutralized, as illustrated by increased *Tnfα*, *Il6* and *Il18* expression levels. It is possible that NAC contributes to preventing early ROS-driven pro-inflammatory cytokine production and the later chronic inflammatory state [60,61], as observed in NAC-treated 16-week-old *Dusp1*^−/−^. Nevertheless, the cellular antioxidant system is complex, and while glutathione is the most powerful cellular antioxidant, it represents just one of the several lines of defense against ROS. In this context, the impact of NAC administration is limited and might explain the higher JNK activation levels [62] observed in NAC-treated 16-week-old *Dusp1*^−/−^ mice, which may have occurred earlier in chronically inflamed untreated *Dusp1*^−/−^ cochlea. We would suggest that HC loss may spread quickly in NAC-treated mice, emulating the situation in untreated mice and supporting the idea that hearing loss onset is lessened but not prevented by NAC. Indeed, although much lower than in untreated mice, the gene expression of the damage biomarker kidney injury molecule 1 (KIM-1) [9] was higher in NAC-treated mice than in control mice, which also points in this direction. Cochlear levels of KIM-1 have been reported to increase following NOX activation and ROS generation, and ROS scavengers and NOX inhibitors attenuated this increase [63]. Notably, *Kim1* induction upon ROS generation by NOX was also observed in the *Dusp1*^−/−^ cochlea as shown by increased P22PHOX mRNA and protein levels, which were inhibited by treatment with NAC.

Independent of ROS production, aberrant regulation of inflammation due to DUSP1 loss-of-function contributes to damage extension and hearing loss. Indeed, corticoid treatment was previously found to reduce TNFα levels in the spiral ligament and activate survival pathways in HCs, inhibiting JNK signaling [64]. In this context, modulation of both mechanisms simultaneously could be a more robust strategy to ameliorate the metabolic disturbances in *Dusp1*^−/−^ cochlea. Indeed, there is evidence showing that drug combination approaches attenuate human hearing loss [65]. In fact, protection from oxidative stress and limited HC death were reported in patients with sudden SNHL by combined NAC-dexamethasone treatment, but both compounds were ineffective when administered alone [66].

Overall, our study provides evidence to consider pharmacological modulation of DUSP1 activity as a potential treatment for hearing loss, as an alternative to current SAPK inhibitors [13,14,67,68]. Nevertheless, given its unique physiological activity, DUSP1 induction and activity regulation is finely tuned, and so treatments would be highly dependent on the correct timing and kinetics of both DUSP1 and the proteins involved in the signaling pathways. It is clear that several issues need to be addressed and numerous challenges overcome to achieve the successful modulation of DUSP1 activity [69].

## 5. Conclusions

We provide new insight into the role of DUSP1 in the cochlea using a combination of transcriptomics and antioxidant treatment of *Dusp1*-deficient mice. We present here, for the first time, transcriptome sequencing data from cochleae suffering unrestrained cellular stress due to the absence of its natural regulator DUSP1. Our data improve knowledge on the basic molecular mechanisms that orchestrate the regulation of oxidative stress, inflammation and mitochondrial quality control in the ageing cochlea. The molecular mechanisms underlying SNHL have multiple common aspects; thus, this work provides information beyond ARHL. Finally, our findings point to DUSP1 as a potentially druggable target to impair HC and SGN death in response to stress.

## Figures and Tables

**Figure 1:**
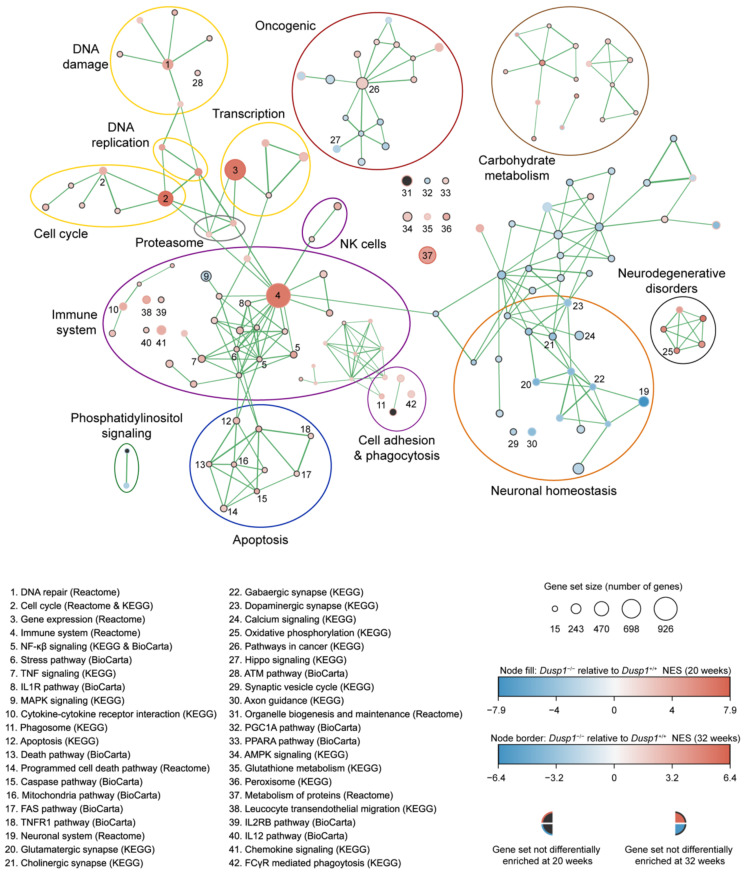
Gene-set enrichment analysis of RNAseq data sets from 20- and 32-week-old *Dusp1*^+/+^ and *Dusp1*^−/−^ cochlea. Enrichment analysis visualization for identification of altered gene sets (nodes). Gene sets derive from Reactome, KEGG and BioCarta databases. Node size denotes gene set number. Differentially enriched gene sets in 20-week-old *Dusp1*^−/−^ mice are designated by node fill while node border designates 32-week-old data. Normalized enrichment value (NES) for each time point is illustrated in a color scale from blue (negative enrichment) to red (positive enrichment). No representation of the gene set at either time point is shown by a grey node fill or grey border, respectively. Connection between nodes is represented by lines. Line width symbolizes number of genes shared by both nodes. Most interesting nodes are numbered and listed (1–42). Related nodes are grouped in modules and labeled accordingly. Related modules share the same color.

**Figure 2:**
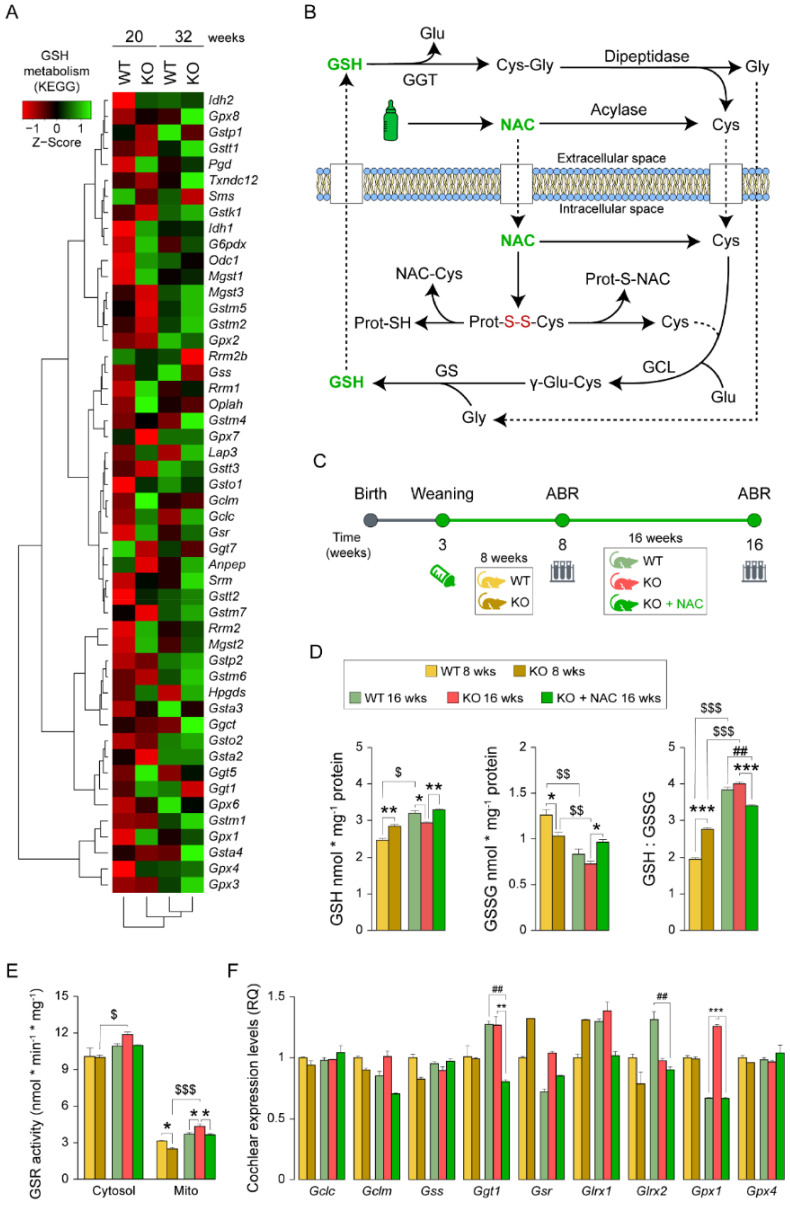
Impact of N-acetylcysteine administration for glutathione metabolism. (**A**) Glutathione (GSH) metabolism (KEGG database) heatmap generated from differential expression data derived from RNAseq. (**B**) Scheme illustrating GSH biosynthesis, extracellular recycling and N-acetylcysteine (NAC) antioxidant power. GSH and NAC appear in green; glutathione synthesis and recycling enzymes appear in black capital letters: GCL (glutamate-cysteine ligase), GS (glutathione synthetase), GGT (gamma glutamyl transferase); glutathione precursors: Cys (cysteine), Glu (glutamate) and Gly (glycine); oxidized protein disulfide bonds in red (S-S). (**C**) Experimental design illustrating the start and end-time points of NAC administration (weaning-16 weeks), hearing evaluation (auditory brainstem response [ABR]) testing time points (8 and 16 weeks), experimental groups and sampling time points. (**D**) GSH, glutathione disulfide (GSSG) levels and GSH:GSSG ratio from pooled samples of 2 inner ears of 8- and 16-week-old wild-type (WT), *Dusp1* knock-out (KO) and NAC-treated *Dusp1* KO mice. All measurements were performed in triplicate. GSH and GSSG values are presented relative to milligram of protein. (**E**) GSR (glutathione reductase) activity in cytosolic and mitochondrial fractions from pooled samples of 2 inner ears per condition. Measurements were performed in triplicate, and values are presented relative to milligram of protein. (**F**) RT-qPCR gene expression levels of GSH-related enzymes from whole cochlea pooled samples from 3 mice per condition. Expression levels were calculated as 2^−ΔΔCt^ (RQ) from triplicate measurements using *Hprt1* as a reference gene and normalized to levels in 8-week-old WT mice. All data are presented as mean ± SEM. Statistical significance between genotypes and time points was analyzed by one-way ANOVA: * vs. KO, # vs. WT, $ 8-week-old mice vs. 16-week-old mice (*, $ *p* < 0.05; **, ##, $$ *p* < 0.01; ***, $$$ *p* < 0.001).

**Figure 3:**
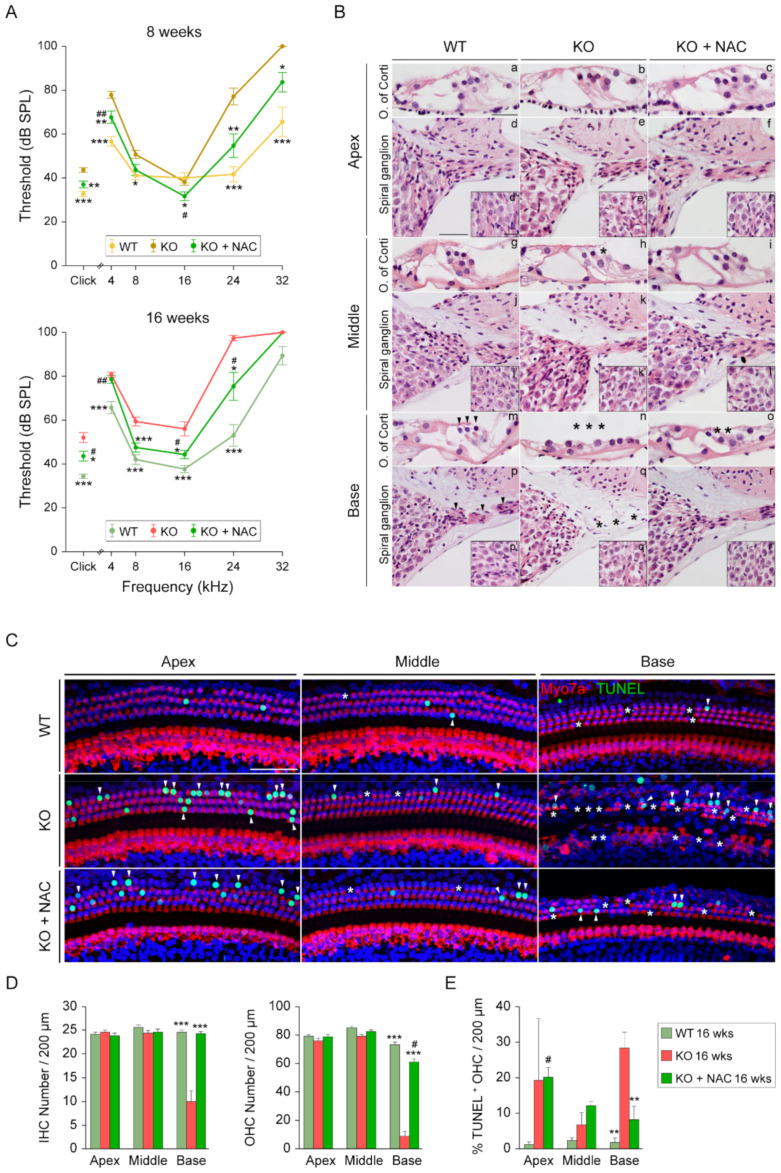
Comparative hearing evaluation, cochlear cytoarchitecture and organ of Corti degeneration. (**A**) Audiograms representing click and tone burst stimuli (4, 8, 16, 24 and 32 kHz) auditory brainstem response (ABR) thresholds of 8- and 16-week-old wild-type (WT), *Dusp1* knock-out (KO) and NAC-treated *Dusp1* KO mice. Data are presented as mean ± SEM of at least 15 mice per condition. Statistical significance between genotypes was analyzed by one-way ANOVA: * vs. KO, # vs. WT (*, # *p* < 0.05; **, ## *p* < 0.01; *** *p* < 0.001). (**B**) Representative basal, middle and apical turns hematoxylin-eosin stained cochlear mid-modiolar microphotographs of the organ of Corti (OC) (a–c, g–i and m–o) and spiral ganglion (SG) (d–f, j–l and p–r). SG close-ups (d’–f’, j’–l’ and p’–r’). Scale bars: 25 μm in a, 50 μm in d and 25 μm in d’. Asterisks and arrowheads indicate the absence or presence, respectively, of hair cells and fibers. (**C**) Representative confocal images of TUNEL-stained (green) basal, middle and apical basilar membrane regions of 16-week-old WT, *Dusp1* KO and NAC-treated *Dusp1* KO mice co-immunolabeled with Myo7a (red). Asterisks and arrowheads indicate hair cell (HC) loss and TUNEL^+^ nuclei, respectively. Scale bar: 50 μm. (**D**) Inner (IHC) and outer (OHC) hair cell number per 200 μm of basal, middle or apical basilar membrane regions. (**E**) Percentage of TUNEL^+^ OHCs in 200 μm of basal, middle or apical basilar membrane sections. Data are presented as mean ± SEM of 3 mice per condition. Statistical significance between genotypes was analyzed by one-way ANOVA: * vs. KO, # vs. WT (*, # *p* < 0.05; **, ## *p* < 0.01; *** *p* < 0.001).

**Figure 4:**
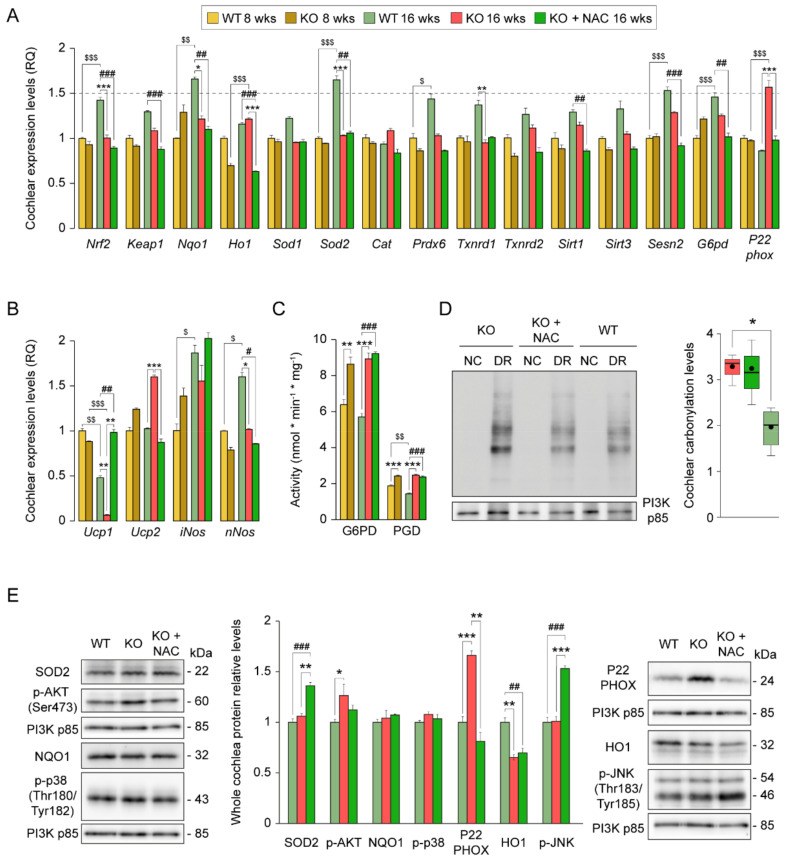
Impact of N-acetylcysteine administration for cochlear redox homeostasis. (**A**,**B**) RT-qPCR gene expression levels of redox enzymes from whole cochlea pooled samples from 3 mice per condition. Expression levels were calculated as 2^−ΔΔCt^ (RQ) from triplicate measurements using *Hprt1* as a reference gene and normalized to levels in 8-week-old wild-type (WT) mice. Data are presented as mean ± SEM. (**C**) Glucose-6-phosphate dehydrogenase (G6PD) and 6-phosphogluconate dehydrogenase (PGD) activity from pooled inner ear cytosolic fractions of two mice per condition. Measurements were performed in triplicate, and values are presented relative to milligram of protein. Data are presented as mean ± SEM. (**D**) Cochlear oxidative protein carbonylation levels of pooled cochlear protein extracts from 3 mice per condition analyzed with the Oxyblot™ Kit. Derivatized protein extracts (DR) are shown together with non-derivatized extracts (NC) in the representative blot image. Quantification was performed in triplicate, and levels were referred to those of PI3K. Data are presented as a box plot, mean value is plotted as a filled circle and whiskers represent min and max values. (**E**) Western blotting of pooled cochlear protein extracts from 3 mice per condition. All protein levels are referred to those of PI3K and normalized to data from 16-week-old WT mice. Data are presented as mean ± SEM. Statistical significance between genotypes and time points was analyzed by one-way ANOVA: * vs. KO, # vs. WT, $ 8-week-old mice vs. 16-week-old mice (*, #, $ *p* < 0.05; **, ##, $$ *p* < 0.01; ***, ###, $$$ *p* < 0.001).

**Figure 5:**
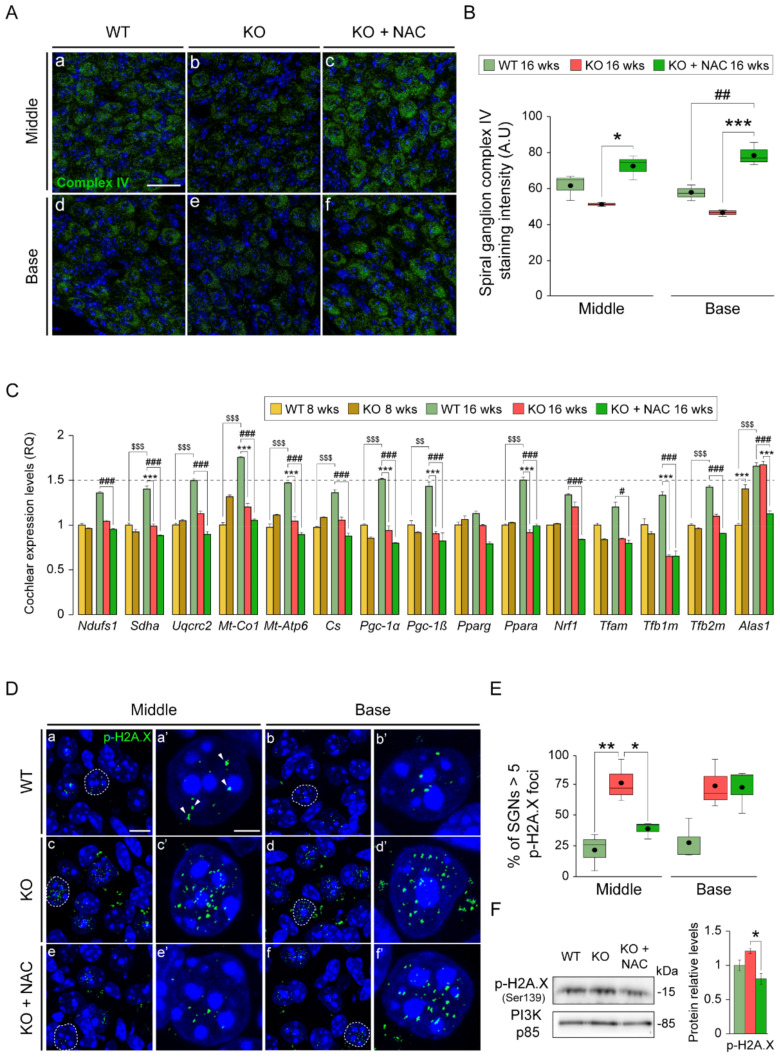
N-acetylcysteine administration preserves mitochondria and reduces DNA damage foci in *Dusp1*^−/−^ spiral ganglion neurons. (**A**) Representative basal and middle turn cochlear spiral ganglion (SG) cross-cryosections of 16-week-old wild-type (WT), *Dusp1* knock-out (KO) and NAC-treated *Dusp1* KO mice immunolabeled for mitochondrial complex IV (green). Scale bar: 20 μm in a. (**B**) Positive stained area intensity of the SG was quantified in 3 mice per condition in at least 3 serial sections per turn. Data are presented as a box plot, mean value is plotted as a filled circle and whiskers represent min and max values. (**C**) RT-qPCR gene expression levels of mitochondrial proteins and biogenesis program genes from whole cochlea pooled samples from 3 mice per condition. Expression levels were calculated as 2^−ΔΔCt^ (RQ) from triplicate measurements using *Hprt1* as a reference gene and normalized to levels in 8-week-old WT mice. Data are presented as mean ± SEM. (**D**) Representative basal and middle turn cochlear SG cross-cryosections of 16-week-old WT, *Dusp1* KO and NAC-treated *Dusp1* KO mice immunolabeled for p-H2A.X in green (a–f). Dashed lines: neuron in close ups (a’–f’). Arrowheads indicate positive foci. Scale bar: 10 μm in a and 2.5 μm in a’. (**E**) Percentage of SG neuron (SGN) nuclei with more than 5 p-H2A.X foci. p-H2A.X foci were counted in 5–10 neuronal nuclei per section in 4 serial sections per turn from at least 3 mice per condition. Data are presented as a box plot, mean value is plotted as a filled circle and whiskers represent min and max values. (**F**) Western blotting of pooled cochlear protein extracts from 3 mice per condition. p-H2A.X data are relative to those for PI3K and normalized to data from 16-week-old WT mice. Data are presented as mean ± SEM. Statistical significance between genotypes and time points was analyzed by one-way ANOVA: * vs. KO, # vs. WT, $ 8-week-old mice vs. 16-week-old mice (*, # *p* < 0.05; **, ##, $$ *p* < 0.01; ***, ###, $$$ *p* < 0.001).

**Figure 6:**
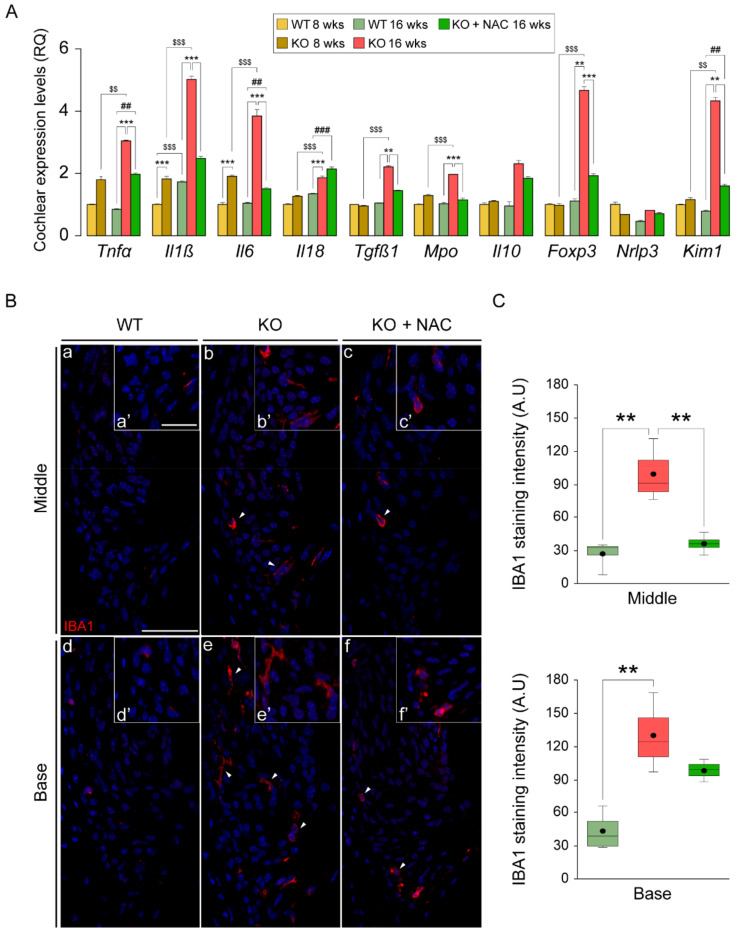
Cochlear exacerbated inflammatory response and macrophage recruitment in *Dusp1*^−/−^ mice is limited by N-acetylcysteine administration. (**A**) RT-qPCR gene expression levels of inflammatory mediators from whole cochlea pooled samples from 3 mice per condition. Expression levels were calculated as 2^−ΔΔCt^ (RQ) from triplicate measurements using *Hprt1* as a reference gene and normalized to levels in 8-week-old wild-type (WT) mice. Data are presented as mean ± SEM. (**B**) Representative basal and middle turn cochlear spiral ligament (Spl) cross-cryosections of 16-week-old WT, *Dusp1* knock-out (KO) and NAC-treated *Dusp1* KO mice immunolabeled for IBA1 in red (a–f). Arrowheads highlight positive macrophages staining. Spl close ups (a’–f’). Scale bar: 40 μm in a and 25 a’. (**C**) IBA1 quantification in the spiral ligament. Staining intensity was quantified in 3 mice per condition in at least 3 serial sections per turn. Data are presented as a box plot, mean value is plotted as a filled circle and whiskers represent min and max values. Statistical significance between genotypes and time points was analyzed by one-way ANOVA: * vs. KO, # vs. WT, $ 8-week-old mice vs. 16-week-old mice (**, ##, $$ *p* < 0.01; ***, ###, $$$ *p* < 0.001).

## Data Availability

RNAseq data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus [70] and are accessible through GEO Series accession number GSE176114 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE176114). Additional data that support the findings of this study are contained within the article.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/antiox10091351/s1, Figure S1: Comparative hearing loss progression and sound conduction efficiency of *Dusp1*^+/+^, *Dusp1*^−/−^ and N-acetylcysteine-treated *Dusp1*^−/−^ mice; Table S1: Gene sets enriched in *Dusp1*^−/−^ cochlea; Table S2: TaqMan probes and primers for RT-qPCR experiments.

How the deposited data were processed for this re-analysis (not part of the article)

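RNA of whole mouse cochleae was measured by RNA-seq in 12 libraries, 3 in each of 4 groups: WT and Dusp1 KO at 20 weeks and at 32 weeks. The sample labels give the ages as 5 and 8 months and the paper gives them in weeks; the weeks are used. Each library carries an animal code of a letter (E or F) and a number, and what the letter stands for is not given in the sources used here. Sex is not labelled and was read from Xist and Y-linked genes.

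The authors isolated RNA from cochleae kept in RNAlater (RNA integrity 9.2 to 9.7), prepared stranded polyA libraries from 1 µg of total RNA and sequenced single ends of 50 bases on a HiSeq2000. With the nextpresso pipeline they checked reads with FastQC 0.10.1 and aligned them to mouse build mm9 with TopHat2 2.0.10 (Bowtie 1.0.0, SAMtools 0.1.19, 2 mismatches and 5 multiple hits allowed). They took FPKM per library and the Cuffdiff comparison of each pair of groups from Cufflinks 2.2.1, and ran preranked GSEA with permuted gene sets on KEGG, Reactome and BioCarta sets.

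The deposited FPKM table gives the authors' FPKM per gene and library, in which many values had lost the place of the decimal point. Separately, and as the first computing step here, the place was restored: for each gene and group, each of the 3 values was tried with every place of its point, and the single set whose mean equals the group FPKM of the authors' Cuffdiff output, within a relative tolerance of 2e-05, was taken. Of 95804 gene and group pairs all but 2 had 1 such set and none had several, and 55.36% of the values were changed. In a simulation of 20000 gene groups all were recovered. The genes Atxn7l1 and Mecom, each with a group that no placing fitted, were left out, which leaves 23949 of 23951 genes, and 18 gene names that had been stored as dates were put back. Depth is unknown, since FPKM hold no read numbers: FPKM per library add up to 501193 to 583700, and the smallest step of low values, over 1081 genes, put the worth of a read at 0.867 to 1.04 of that in E1, so by this measure the libraries are close in depth. Between libraries the FPKM were left as deposited.

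The enrichment scores in the reports are the authors' own GSEA scores, whose decimal point was likewise lost and is placed after the first digit, an order that leaves all 12 reports read in descending order. Counts of sets at the authors' q were computed here at q under 0.01, the paper's network cutoff, over the 407 sets of the reports, and sets were put in classes by keywords. Values of q written with an exponent could only be read as under 0.001. The Cuffdiff statistic, another score deposited by the authors, was computed on in 1 alternative only.

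The tests were run in R 4.3.3 with limma 3.58.1, and reading, tables and figures in Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1 and Matplotlib 3.10.9. Genes with a mean of at least 0.5 FPKM over the 12 libraries, 16277 of them, were taken as log2(FPKM + 0.5) into 1 limma fit of the 4 groups with a variance trend, and 6 contrasts were read from it: KO against WT at each age and averaged over both, the difference of these between ages, and 32 against 20 weeks within each genotype. Adjusted p follows Benjamini and Hochberg over all genes, with a threshold of 0.05. Single genes read by name have an exact permutation test of 3 against 3, whose smallest p is 0.1.

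Lists of genes for cell types and pathways, 61 lists with 2094 entries of which 2077 were found in the table, were tested with camera on the same fit at its preset correlation of 0.01, for the 60 lists with at least 5 tested members, and p was adjusted over the lists. The same test with the correlation estimated from the data is printed beside it. For Reactome, 714 of the 1457 mouse sets of the fgsea package with 15 to 500 tested members were used, and 6823 of their 7111 gene IDs were found in the table. Genes within 10 Mb of Dusp1 were compared with all others by Fisher's exact test. In a self-test on simulated values with known changes, limma at 20 weeks found 55.2% of genes changed by 0.5, 74.6% of those changed by 1 and 93.9% of those changed by 2 on the log2 scale, with 7 false calls. For the contrast averaged over ages these shares were 68.7, 86.6 and 98.5%, with 9 false calls, and camera found a raised list and 0 of 60 random lists. The real libraries behaved otherwise. At 20 weeks limma called 0 of 28 neutrophil genes with a median change of 3.52, and a wrong split of the libraries called 39 of 60 lists. The simulated shares therefore cannot be read as power or error rates in the real data.

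Alternatives changed a single choice each: pseudocount 0.1 or 1, a filter at a mean above 0 or of 1 FPKM, quantile or median ratio scaling, no variance trend, array weights, the 2 compared groups alone, the code letter or the Xist level as a covariate, and each library left out. For lists, fry and cameraPR on the authors' Cuffdiff statistic were tried too, for the region around Dusp1 windows of 5 and 20 Mb and an unadjusted p under 0.01, and for the reports other q limits and single databases. Added after the data were seen were the mean log2 level of the neutrophil list as a covariate, leaving out both libraries with the most neutrophil transcripts (E7 and F5), and leaving out microRNA and other small RNA genes, as well as the alternatives for the difference of lists between ages, for the Reactome sets and the region around Dusp1 without single libraries.

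Genes are named by a rule: Dusp1, then G6pdx, Pgd and Ppargc1a, which the claims are about, and for each genotype comparison up to 10 of the largest rises and of the largest falls past the threshold without overlap. Added to these are the 4 members with the smallest p of each list described, and the genes of the paper's RT-qPCR panels and of the sex check. Some genes that the rule picks are not reported here. Genes named outside it, such as the neutrophil genes beside single claims and the genes near Dusp1, were chosen after their values were seen. The authors' correlation table and their enrichment reports for the age comparisons were not analysed here. The lists of pathways behind the paper's counts were not analysed here, so classes rest on set names. Reads were not realigned.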

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

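Tests chosen only after the result was seen are the regrouping of libraries for the difference between ages and for the counts of lists, the interferon test, the dilution test, both tests of exchanged labels, and the neutrophil marker level as a covariate.

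Between the ages the genotype difference changed in 36 of 60 lists by a test of the difference itself (camera, 0 with an estimated correlation and 0 by fry), and the 6 with the smallest adjusted p are given here. From 20 to 32 weeks it moved by −2.85 in neutrophil, −1.87 in B cell and −1.65 in erythroid markers, by −1.16 in mitotic and −0.64 in phagocytosis genes, and by 0.31 in synaptic vesicle genes (adjusted p = 2.23e-15, adjusted p = 0.590 with an estimated correlation; adjusted p = 2.53e-17, adjusted p = 0.579 with an estimated correlation; adjusted p = 5.30e-08, adjusted p = 0.590 with an estimated correlation; adjusted p = 4.19e-14, adjusted p = 0.590 with an estimated correlation; adjusted p = 9.63e-08, adjusted p = 0.590 with an estimated correlation; adjusted p = 2.70e-09, adjusted p = 0.590 with an estimated correlation). At 20 weeks the 3 KO libraries lay above the 3 WT libraries in the first 5 lists and below them in the last, and at 32 weeks F5 alone among KO was above all WT in neutrophil, erythroid, mitotic and phagocytosis genes. Without 1 library the erythroid value moved to −0.99 without F12, the mitotic value to −0.75 and −1.82 without E7 or F5, the phagocytosis value to −0.30, −1.01 and −0.38 without E7, F5 or F27, and the vesicle value to 0.18 without E1. The erythroid, mitotic and phagocytosis values turned in direction with the neutrophil marker level as a covariate. Of single genes, Mir8116 alone passed for the difference between ages (adjusted p = 0.0490, 761 genes at an unadjusted p under 0.05 where chance gives 814), with 0 in all 3 WT libraries at 20 weeks and 36.2 to 46.4 FPKM in KO.

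Signals in genes that the paper does not discuss are the following. Gm10653, an unannotated transcript, was higher in KO at both ages, by 1.80 averaged over them, in 6 of 6 libraries. Mir7067 had a mean of 67.2 FPKM in KO at 20 weeks and Mir8116 of 40.8, and both are listed at 0 in all WT libraries of that age; FPKM of genes this short rest on few bases. In WT, 2 genes, Mir760 and Mir8116, were higher at 32 than at 20 weeks (1273 genes at an unadjusted p under 0.05), a comparison the paper does not report, and both are listed at 0 in WT at 20 weeks.

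Chance regrouping of the libraries can be excluded for the genes called with the genotypes averaged over both ages, where 13 were called and the highest other of 100 splits called 5. It cannot be excluded for the difference between ages, where 1 gene was called, 65 of 100 splits called as many and the highest called 13. That split exchanges KO and WT at 1 age alone, which turns the difference between ages into the genotype difference averaged over both, and the next highest called 4. For 3 libraries against 3 the 10 splits are too few for a share under 0.05: the real and the highest other count were 11 and 3 at 20 weeks, 2 and 1 at 32 weeks, 2 and 2 for age in WT, 0 and 2 for age in KO (2049 genes at an unadjusted p under 0.05), and 45 and 39 lists at 20 weeks and 20 and 35 at 32 weeks. For the lists at 32 weeks, 6 of the 10 splits, the real one included, called as many. Other structure was looked for at 20 weeks. Only 1 library, E7, can tell an effect of the code letter apart from genotype there, which is too few to decide. E7 is KO and of letter E, the letter of all WT libraries of that age. It reached a median share of 0.987 of the difference between the other KO libraries and WT over the 11 called genes. These were called with E7 among KO, which favours a share near 1. In the neutrophil and mitotic lists E7 was at 4.79 and 2.27, above F18, F19 and all WT libraries of that age. In complex I genes it was at −0.0065, within the range of WT, with F18 at 0.64 and F19 at −0.087. These lists were picked after their values were seen. With the letter as a covariate 16 genes were higher and 2 lower, and without E7 4 and 0, against 4 and 7. Gm10653 and Mir7067 were also called at 32 weeks, where every library has the letter F. Xist reached 52.4 FPKM in a WT library with the ranges of the groups overlapping, so sex does not separate the groups.

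Immune, replication and mitotic lists were higher in KO at 20 weeks, and markers of marrow and blood rose with them: neutrophil by 3.52 over 28 genes, B cell by 1.70 over 23 and erythroid by 1.90 over 26, each with all 3 KO libraries above all 3 WT libraries and each at an adjusted p = 0.316 with an estimated correlation. The interferon list had a median of 0.41 with the neutrophil marker level as a covariate, compared with 0.38 without, still past the threshold at camera's preset correlation. This cannot decide against marrow or blood cells. The covariate did not overlap between the genotypes at 20 weeks, and B cell and erythroid markers were not adjusted for. Interferon list means also overlapped at 20 weeks, at 0.17 in the KO library F18 and 0.30 in the WT library E4. Without the covariate, the interferon list was not called with an estimated correlation (adjusted p = 0.316). For these lists, the interferon list included, a candidate explanation is that the KO samples held more bone marrow or blood cells (3.52 for neutrophil genes). The most abundant marker genes of such cells were S100a8 (5108 ± 4624 FPKM in KO and 196 ± 148 in WT), S100a9 (3448 ± 2996 and 131 ± 96.5), Ly6d (23.7 ± 9.57 and 7.62 ± 1.57) and Hbb-b1 (2760.5 ± 859 and 1214 ± 646). Of the neutrophil, B cell and erythroid genes 20, 8 and 14 were at 1 FPKM or more in WT, and 5, 0 and 1 are in other lists. Whether such cells came with the bone at dissection, or entered or were retained in the KO cochlea, was not tested and stays open.

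Neural genes were lower in KO at 20 weeks, with a pooled median of −0.32 ± 0.027 (standard error) over 259 genes of 6 lists. Dilution by marrow or blood cells would lower other resident cell types alike, but the pooled median of 6 lists of these was −0.075 ± 0.022 over 172 genes. With all libraries in, this argues against dilution as the whole cause. The standard errors are over genes, and neither pooled median was computed without E1. Mean levels of glutamatergic genes were 0.60 in E1, −0.31 in E3 and −0.29 in E4, against −0.56, −0.58 and −0.44 in E7, F18 and F19. Those of GABAergic genes were 0.86, −0.40 and −0.46, against −0.62, −0.77 and −0.35. A candidate explanation that stays open is less nerve or brain tissue in the KO samples: Schwann cell and myelin genes had a median of −0.11 (adjusted p = 0.0233, adjusted p = 0.608 with an estimated correlation, 2 of 3 KO libraries below all WT) and brain genes of −0.53 (adjusted p = 0.000750, adjusted p = 0.320 with an estimated correlation, 3 of 3 below all WT), led by Mbp (932 ± 185 FPKM in KO and 1181 ± 208 in WT) and Gfap (50.6 ± 12.6 and 74.2 ± 23.6). All 27 Schwann cell genes and 18 of the 19 brain genes were at 1 FPKM or more in WT and 7 and 9 are in other lists, the brain median moved to −0.34 without E1, and the Schwann cell list lost its call without E4, E7 or F18 (medians −0.026, −0.12 and −0.036), moved to −0.21 and −0.26 without E1 or F19, and turned to 0.065 with the neutrophil marker level as a covariate. A loss of neurons in KO animals at this age, the biological explanation that the design gives, was not tested and stays open.

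Dusp1 RNA was higher in the libraries labelled KO, by 0.71 at 20 weeks (0.42 without E4) and 0.62 at 32 weeks, in 3 of 3 libraries each time but not called by limma, and 7 of the 13 genes called with the genotypes averaged over both ages lie within 10 Mb of Dusp1. An exchange of 1 KO with 1 WT library is argued against by 20 of 412 genes near Dusp1 whose 6 KO and 6 WT values do not overlap (178 of 15864 elsewhere, Fisher's exact p = 1.54e-07; chance gives 0.216%). Alleles of the 129 strain linked to the knockout, in animals the paper describes as of mixed 129S2/SvPas and C57BL/6 origin, may account for the called neighbours (odds ratio 45.6, 0 without E3 or E7, 9.61 without F19, 12.8 without F6, 17.2 without F1, 18.3 without F27, 19.2 without E1, 22.2 without F10, 25.8 without F18, 27.8 without E4, 29.1 without F12 and 68.1 without F5, not past p under 0.05 without E3, E7, F19 or F6). Dusp1 RNA was at 29.5 FPKM or more in every library, so the gene gave a transcript in the knockout animals under either labelling. Its level therefore cannot tell whether all labels were exchanged. The libraries labelled WT held 0.636 of the Dusp1 FPKM of those labelled KO. The paper's text names no reporter or cassette in the allele and gives no RT-qPCR or protein value of DUSP1. The paper's RT-qPCR found Gpx1 higher in untreated KO than in WT, as it is here in the libraries labelled KO (274 ± 57.2 and 142 ± 4.19 FPKM at 20 weeks), which does not settle the labels. It also found Il18 induced with age in KO and most mitochondrial genes reduced in KO, at younger ages than here. At 20 weeks Il18 was lower here in the libraries labelled KO, and the mitochondria panel had a median above 0 and was not called.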

How the results depend on the processing

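Settings added after the data were seen are the neutrophil marker level as a covariate, leaving out E7 and F5 together, leaving out small RNA genes, all settings for the difference of lists between ages, and single libraries left out for Reactome and for the genes near Dusp1. No paired analysis was possible because nothing in the labels pairs a KO with a WT animal, leaving out 1 library leaves 2 in its group, and every group has only 3. Read numbers are unknown, so what depth limits could only be seen through the filter and the pseudocount: low genes, among them the microRNA genes and many marrow markers in WT, carry a counting error that FPKM do not show. Every setting named ahead was run, and a named gene that a filter drops has no value under it. For Reactome sets the only other settings run were an estimated correlation, which called 0 at either age, and leaving out a library. Where no cause is given below, the cause was not tested.

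Over lists and their medians, the settings named ahead other than leaving out a library kept direction and side of the threshold in 1475 of 1678 comparisons; 171 lost the call, 29 gained it and 3 reversed. Without single libraries 1330 of 1440 were kept, 49 lost the call, 47 gained it and 14 reversed. The added settings kept 995 of 1139 (73, 31 and 40), and without single libraries 596 of 720 (92, 27 and 5). For single named genes 5608 of 5655 were kept, 42 lost and 5 gained the call, without single libraries 6053 of 6202 (145 and 4), and with the added settings 1496 of 1540 (42 and 2), with 0 reversed. Counts stayed within 1.5 times the value in 71 of 102 comparisons, in 56 of 96 without single libraries, and with the added settings in 20 of 28 and 33 of 36. The Dusp1 change at 20 weeks, 0.71, was 0.42 without E4, and the odds ratio near Dusp1, 45.6, was 2.31 for genes at an unadjusted p under 0.01, 88.5 within 5 Mb and 34.8 within 20 Mb.

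The count of genes changed at 20 weeks, 11, was 7 with the Xist level as a covariate or a filter at a mean above 0, 17 with array weights, 18 with the code letter as a covariate or median ratio scaling, 5 without a variance trend, 6 with the 2 compared groups alone, 3 with the neutrophil covariate and 1 without small RNA genes, where the called microRNA genes drop out by construction and the 7 falls lost their call as well. No fall was called in these last 2 settings, without E7 and F5 together (13 higher), or without E1, E7, F19 or F12. At 32 weeks, 2 became 4 with the 2 compared groups alone, 5 without E7 and F5, and 1 without small RNA genes. Averaged over both ages, 13 became 22 with array weights, 25 with the code letter, 5 without E7 and F5 and 3 with the neutrophil covariate. The 1 gene whose difference changed between ages became 0 with the Xist level, a filter above 0, median ratio scaling, no variance trend or pseudocount 1, 2 with pseudocount 0.1 and 13 with the code letter. With age in WT, 2 became 12 with the code letter, and in KO, 0 became 1 with a filter above 0 or the 2 compared groups alone. Averaged over both ages, 7 genes higher and 6 lower became 7 and 7 with median ratio and 6 and 10 with quantile scaling. At 20 weeks, 4 and 7 became 7 and 11 with median ratio and 5 and 9 with quantile scaling. Lower genes thus outnumbered higher ones under each scaling at 20 weeks, and averaged over both ages with quantile scaling alone.

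Of 60 lists, 45 were called at 20 weeks, 26 with the neutrophil covariate, 4 by fry and 0 with an estimated correlation; at 32 weeks 20, and 0 by fry or with an estimated correlation; and between ages 36, and 23 with the neutrophil covariate. In the authors' reports 206 sets passed at 20 weeks, and 133 at q under 0.001, 33 in BioCarta alone and 14 in Reactome alone. At 32 weeks these were 86, 51, 1 and 14, and 144 at q under 0.05.

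Under the neutrophil covariate these lists turned in direction at 20 weeks: ATM and ATR −0.13, DNA repair −0.062, DNA replication −0.15, MHC class II −0.27, NADPH oxidase −0.11, Schwann cell 0.065, T and NK cell −0.14, complement 0.0019 (in camera's direction alone), cytokine receptor −0.18, erythroid −0.53, hair cell 0.14, inflammasome −0.14, leucocyte adhesion −0.052, macrophage −0.11, mast cell −0.65, mitotic −0.42, osteoclast −0.12, phagocytosis −0.16. At 32 weeks mitotic −0.057 did, and between ages ATM and ATR 0.11, DNA repair 0.059, DNA replication 0.17, MHC class II 0.30 (in camera's direction alone), NADPH oxidase 0.31, cytokine receptor 0.089, erythroid 0.33, leucocyte adhesion 0.15, macrophage 0.24, mitotic 0.37, osteoclast 0.053, phagocytosis 0.23. Without E7 and F5, at 32 weeks DNA replication −0.060, erythroid −0.60, mitotic −0.34, neutrophil −0.48, phagocytosis −0.15 turned, which follows from leaving out F5. With the code letter complex I 0.0016 (in camera's direction alone), skeletal muscle −1.67 turned at 20 weeks and mitochondrial ribosome 0.020, complex I −0.032 (in camera's direction alone), complexes II to V −0.026 (in camera's direction alone) between ages; array weights turned mitochondrial ribosome to 0.015 between ages, and cameraPR on the Cuffdiff statistic turned skeletal muscle to −0.32 at 20 weeks.

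Without single libraries, called genes ranged from 4 (E7) to 16 (F5) at 20 weeks, 2 to 6 (F10) at 32 weeks, 3 (E7) to 22 (F27) averaged, 0 to 4 (F1) for the difference between ages, 1 (E1) to 5 (F10) with age in WT and 0 to 3 (F27) in KO. The odds ratio near Dusp1 ranged from 0 (E3 and E7) to 68.1 (F5) and was not past p under 0.05 without E3, E7, F19 or F6. Called Reactome sets at 32 weeks ranged from 31 (F10) to 197 (F12), and called lists from 8 (F10) to 31 (F27) at 32 weeks and from 19 (F27) to 39 (F19) between ages. Lists that turned in camera's direction without a library ranged at 20 weeks as mitochondrial ribosome 0.0036 (F18) to 0.18 (F19); complex I −0.060 (F18) to 0.31 (F19); complexes II to V −0.033 (F18) to 0.35 (F19); peroxisome −0.0026 (F18) to 0.21 (F19); skeletal muscle −0.96 (F18) to 1.47 (E3). Those at 32 weeks were B cell −0.46 (F1) to 0.28 (F12); DNA replication −0.060 (F5) to 0.27 (F12); erythroid −0.57 (F5) to 0.99 (F12); mitochondrial ribosome −0.019 (F6) to 0.074 (F27); mitotic −0.35 (F5) to 0.68 (F12); neutrophil −0.48 (F5) to 1.39 (F6); complex I −0.12 (F6) to 0.090 (F27); complexes II to V −0.14 (F6) to 0.088 (F27); phagocytosis −0.15 (F5) to 0.44 (F12). Between ages they were mitochondrial ribosome −0.11 (F19) to 0.052 (F18); complex I −0.29 (F6) to 0.039 (F18); complexes II to V −0.35 (F19) to 0.033 (F18); peroxisome −0.23 (F19) to −0.014 (F18); skeletal muscle −0.041 (E3) to 2.13 (F18).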

Differences from the paper's values

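Immune pathways enriched at 20 weeks and also at 32 weeks number 17 in the paper and 27 here, counted in the authors' reports at q under 0.01 with classes by keyword, which took KEGG's RNA polymerase set as immune at 20 weeks and BioCarta's IL2RB set as DNA-related by their letters only. The keywords also put KEGG's adipocytokine set in the immune class at 20 weeks. KEGG's cytosolic DNA-sensing set is in both the immune and the DNA-related class at both ages. The paper gives that q as the limit of its network, drawn with Enrichment Map and AutoAnnotate, in which related sets form labelled modules. Its text does not state whether the counts of immune, DNA-related and neural pathways follow these modules. Of the alternatives set before the data were examined, q under 0.001 gives 13, which lies within 1.5 times of the paper's 17, while q under 0.05 gives 35, KEGG alone 26, BioCarta alone 0 and Reactome alone 1. The paper's other counts lie within 1.5 times of those here: 158 enriched pathways in the paper and 206 here, 41 and 50 immune, 21 and 17 DNA-related, 12 and 8 of these at both ages, 18 and 19 neural, and 8 and 8 of these at both ages.

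The paper states that the PGC1A pathway was lowered at 20 weeks. The list tested here was not called at 20 weeks (median −0.024, adjusted p = 0.420, adjusted p = 0.563 with an estimated correlation), while the set in the authors' report has an NES of −2.51. Here and in the paragraphs below, the lists were written beforehand and tested with camera. They are not the gene sets of the authors' preranked GSEA. An uncalled list therefore does not show that the authors' set could not be reproduced. The list was called at 32 weeks in 1 setting, cameraPR on the authors' Cuffdiff statistic.

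For glutathione metabolism the paper states enrichment in KO at both ages. The list was called at 20 weeks and not at 32 weeks (median 0.090, adjusted p = 0.217, adjusted p = 0.860 with an estimated correlation), while the authors' report has an NES of 2.61 there. The neutrophil marker level as a covariate, chosen after the values were seen, calls it at 32 weeks.

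Repair of DNA stayed enriched at 32 weeks in the paper. The repair list was not called there (median 0.030, adjusted p = 0.384, adjusted p = 0.925 with an estimated correlation), and Reactome's DNA repair set was at an adjusted p = 0.100, while the authors' report has an NES of 3.81 and the replication list was called at camera's preset correlation. The replication list was not called with an estimated correlation or without F10, and it turned in direction without F5.

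Among neural pathways the paper names the glutamatergic synapse as lower at 32 weeks too. Here synaptic vesicle, ion channel, axon guidance and neuron marker lists were called there (adjusted p = 0.860 for the first 3 and 0.646 for the last with an estimated correlation), and the glutamatergic list was not (median −0.10, adjusted p = 0.0522, adjusted p = 0.860 with an estimated correlation). It was called with pseudocount 0.1 (−0.13), median ratio scaling (−0.094), array weights (−0.12), small RNA genes left out (−0.10), only the 2 groups compared (−0.10) and cameraPR on the authors' Cuffdiff statistic (−0.10), and without E1, E3, F1, F6 or F27; leaving out small RNA genes was chosen after the values were seen. The GABAergic list was not called either (median −0.14, adjusted p = 0.164, adjusted p = 0.860 with an estimated correlation), except with only the 2 groups compared, with cameraPR and without E1 or F6, nor was the cholinergic and dopaminergic list (median −0.026, adjusted p = 0.970, adjusted p = 0.989 with an estimated correlation), in any setting.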

Other observations

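Tests chosen only after the result was seen are those with the neutrophil marker level as a covariate and, for the difference between ages, all alternatives.

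Genes of the cytosolic ribosome rose in the libraries labelled KO at both ages, with a median of 0.16 (adjusted p = 1.28e-14, adjusted p = 0.316 with an estimated correlation) at 20 weeks and 0.12 (adjusted p = 4.05e-16, adjusted p = 0.860 with an estimated correlation) at 32 weeks over 80 genes, 77 and 74 above 0. Rpl18, of the large subunit, differed by 0.29 ± 0.074 at 20 weeks and Rps26, of the small, by 0.40 ± 0.087 at 32 weeks; limma called 0 over all genes and 0 passed adjusted over the list alone, with 24 and 18 at an unadjusted p under 0.05. The rise depends on scaling: with quantile normalization the medians were −0.0033, not called, and 0.039. Without E1 the 20-week median moved to 0.094. Between ages the difference was −0.047 (adjusted p = 0.0862, adjusted p = 0.897 with an estimated correlation), called without E3, E4, F18, F19, F10 or F6 (medians −0.091 to −0.053). Proteasome genes rose by 0.071 (adjusted p = 0.000462, adjusted p = 0.396 with an estimated correlation) at 20 weeks and 0.076 (adjusted p = 0.000183, adjusted p = 0.860 with an estimated correlation) at 32 weeks over 38 genes, with Psme1 and Psme2, the interferon-induced activator, at 0.38 ± 0.11 and 0.41 ± 0.11 at 20 weeks, 0 called by limma or adjusted over the list alone and 7 and 2 at an unadjusted p under 0.05. The median moved to 0.044 without F18 at 20 weeks, and at 32 weeks the call was lost without F10 or F6 (medians 0.037 and 0.036). Their change between ages had a median of 0.00032 and a mean of −0.034, with camera's direction down (adjusted p = 0.486, adjusted p = 0.897 with an estimated correlation), and was called without F6 (median −0.055).

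Targets of glucocorticoids, the hormones that induce Dusp1, rose at both ages, with a median of 0.21 (adjusted p = 0.00558, adjusted p = 0.370 with an estimated correlation) at 20 weeks and 0.27 (adjusted p = 2.19e-05, adjusted p = 0.860 with an estimated correlation) at 32 weeks over 17 genes. Fkbp5, a chaperone of the receptor whose gene lies within 10 Mb of Dusp1, differed by 0.63 ± 0.23 and 0.77 ± 0.23, the clock gene Per1 by 0.66 ± 0.13 at 32 weeks, and Lcn2, also a neutrophil gene, by 4.50 ± 1.08 at 20 weeks. Limma called 0 over all genes, Lcn2 and Per1 passed adjusted over the list alone, each at 1 age, and 3 and 4 had an unadjusted p under 0.05. The 20-week call was lost without E1 or F19 (medians 0.12 and 0.15), the median moved to 0.41 without E7, and at 32 weeks it moved to 0.16 without F6. The change between ages had a median of 0.058 and a mean of −0.24, with camera's direction up (adjusted p = 0.627, adjusted p = 0.897 with an estimated correlation). Immediate early genes, to which Dusp1 belongs, rose by 0.19 (adjusted p = 5.03e-05, adjusted p = 0.316 with an estimated correlation) at 20 weeks and 0.094 (adjusted p = 0.0280, adjusted p = 0.860 with an estimated correlation) at 32 weeks over 39 genes, with Ppp1r15a, Zfp36, Maff and Ier2 at 0.49 ± 0.12, 0.38 ± 0.097, 0.67 ± 0.19 and 0.53 ± 0.15 at 20 weeks; 13 and 1 had an unadjusted p under 0.05, with 0 called by limma or adjusted over the list alone. The 32-week call was lost without F1, F10 or F6 (medians 0.039, 0.090 and 0.042) and the median moved to 0.15 without F27. For the change between ages, −0.11 (adjusted p = 0.0190, adjusted p = 0.590 with an estimated correlation), the list lost its call without E4, F18, F5 or F27 (medians −0.11 to −0.064) and moved to −0.20, −0.062 and −0.22 without E7, F12 or F6.

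Kinases and phosphatases of the MAP kinase pathways, which DUSP1 acts on, had no common direction. The 31 kinases had a median of 0.015 (adjusted p = 0.420, adjusted p = 0.659 with an estimated correlation) at 20 weeks and of 0.021 with a mean of −0.0065 and camera's direction down at 32 weeks (adjusted p = 0.716, adjusted p = 0.957 with an estimated correlation), and a change of −0.020 (adjusted p = 0.278, adjusted p = 0.687 with an estimated correlation) between ages. Mapk10, the neuronal JNK, differed by −0.40 ± 0.089 and −0.22 ± 0.089, and Mapk13, a p38 kinase with its gene within 10 Mb of Dusp1, by 0.73 ± 0.19 at 20 weeks; 4 were higher and 5 lower adjusted over the list alone at 20 weeks and 0 at 32 weeks, with 7 higher and 6 lower, and 0 and 3, at an unadjusted p under 0.05 and 0 called by limma. The other 16 dual-specificity phosphatases had a median of −0.011 and a mean of 0.058 with camera's direction up at 20 weeks (adjusted p = 0.805, adjusted p = 0.828 with an estimated correlation), −0.047 (adjusted p = 0.439, adjusted p = 0.860 with an estimated correlation) at 32 weeks and −0.046 (adjusted p = 0.428, adjusted p = 0.665 with an estimated correlation) between ages, with Dusp26 at −0.57 ± 0.16 and Dusp2 at 1.29 ± 0.39 at 20 weeks.

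The lists of resident cochlear cell types given here, which leave out neurons and Schwann cells, were not called at either age. Medians at 20 and 32 weeks were −0.15 (adjusted p = 0.427, adjusted p = 0.828 with an estimated correlation) and 0.14 (adjusted p = 0.174, adjusted p = 0.860 with an estimated correlation) for hair cells, −0.089 (adjusted p = 0.482, adjusted p = 0.777 with an estimated correlation) and −0.044 (adjusted p = 0.240, adjusted p = 0.860 with an estimated correlation) for supporting cells, 0.059 (adjusted p = 0.420, adjusted p = 0.828 with an estimated correlation) and −0.0024, with a mean of 0.023 (adjusted p = 0.799, adjusted p = 0.961 with an estimated correlation), for the stria vascularis. They were −0.031 (adjusted p = 0.420, adjusted p = 0.805 with an estimated correlation) and 0.0094, with a mean of −0.019 (adjusted p = 0.799, adjusted p = 0.961 with an estimated correlation), for endothelium, 0.045, with a mean of −0.023 (adjusted p = 0.565, adjusted p = 0.833 with an estimated correlation), and 0.011 (adjusted p = 0.261, adjusted p = 0.860 with an estimated correlation) for osteoblasts and osteocytes, and −0.11 (adjusted p = 0.0675, adjusted p = 0.316 with an estimated correlation) and 0.077 (adjusted p = 0.0576, adjusted p = 0.860 with an estimated correlation) for fibrocytes and connective tissue. Myo7a, the hair cell myosin, differed by 0.76 ± 0.16 at 20 weeks and was the only hair cell gene past the threshold adjusted over the list alone. Lists called without 1 library at 20 weeks were hair cells without F19 (median −0.29), endothelium without F18 (−0.14), osteoblasts without E4 (0.12) and fibrocytes without E1 or F18 (−0.18 and −0.11), and at 32 weeks hair cells without F10 or F5 (0.30 and 0.20), supporting cells and stria without F12 (−0.12 and −0.069), osteoblasts without F6 (0.081) and fibrocytes without E3 or F6 (0.077 and 0.080).

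Between ages the fibrocyte list alone of these was called, at 0.15 (adjusted p = 0.00276, adjusted p = 0.579 with an estimated correlation), with Fmod at −0.86 ± 0.18 and Fbln1 at −0.38 ± 0.082 at 20 weeks and Fbln1 at 0.19 ± 0.082 at 32 weeks, and it lost the call without F5 (median 0.20). The others changed by 0.20 (adjusted p = 0.0862, adjusted p = 0.779 with an estimated correlation) in hair cells, 0.066 in supporting cells with camera's direction down (adjusted p = 0.778, adjusted p = 0.913 with an estimated correlation), −0.025 (adjusted p = 0.370, adjusted p = 0.897 with an estimated correlation) in the stria, 0.00046 (adjusted p = 0.573, adjusted p = 0.897 with an estimated correlation) in endothelium and −0.015 in osteoblasts with camera's direction up (adjusted p = 0.778, adjusted p = 0.924 with an estimated correlation). Hair cells were called for this without E1, F19, F10 or F5 (medians 0.31 to 0.47), endothelium without F18 (0.087) and the stria without F12 (−0.16).

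Skeletal muscle genes varied widely between libraries of the same group at 20 weeks: list means relative to WT were 2.40 in E3, 1.89 in F18 and −1.97 in E7. The median was 0.057 (adjusted p = 0.853, adjusted p = 0.964 with an estimated correlation) at 20 weeks and 1.16 (adjusted p = 8.49e-05, adjusted p = 0.860 with an estimated correlation) at 32 weeks, and 1.06 (adjusted p = 0.00830, adjusted p = 0.739 with an estimated correlation) between ages. It turned to −0.96 without F18 and was called without E3 or E7 (medians 1.47 and 0.85) at 20 weeks, and between ages it turned to −0.041 without E3, lost its call without E7, F5 or F27 (medians 0.23, 0.92 and 0.95) and moved to 1.70 and 2.13 without E4 or F18. Osteoclast markers rose at 20 weeks by 0.25 (adjusted p = 0.0159, adjusted p = 0.494 with an estimated correlation), with Itgb3 at 1.84 ± 0.57, and were at −0.031 with a mean of 0.0018 (adjusted p = 0.798, adjusted p = 0.961 with an estimated correlation) at 32 weeks and −0.23 (adjusted p = 0.0135, adjusted p = 0.590 with an estimated correlation) between ages. Their call was lost without E1 or E7 (medians 0.17 and 0.21) at 20 weeks, was made without F5 (median −0.14) at 32 weeks, and was lost between ages without E1, E7, F6 or F27 (medians −0.17 to −0.11) with a move to −0.38 without F5. Under the neutrophil covariate the osteoclast median at 20 weeks and its difference between ages turned in direction. Mast cell and basophil markers were at 0.11 (adjusted p = 0.219, adjusted p = 0.614 with an estimated correlation) at 20 weeks and 0.29 (adjusted p = 0.0472, adjusted p = 0.860 with an estimated correlation) at 32 weeks, with Tpsab1, mast cell tryptase, also within 10 Mb of Dusp1, at 1.17 ± 0.51 and 2.25 ± 0.51, and at 0.38 with a mean of −0.25 between ages (adjusted p = 0.778, adjusted p = 0.916 with an estimated correlation). At 32 weeks their call was lost without F18, F19, F1, F10 or F5 (medians −0.099 to 0.29), and the median moved to 0.49 and 0.67 without F12 or F27.

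Genes that the paper measured by RT-qPCR were read as 4 lists, with these RNA-seq values at 20 weeks. The inflammation panel of 6 genes rose by 0.76 (adjusted p = 0.00558, adjusted p = 0.316 with an estimated correlation), with Mpo at 5.56 ± 1.55, Il1b at 1.31 ± 0.37, Nlrp3 at 0.74 ± 0.27 and Il18 at −0.32 ± 0.11, the redox panel of 14 by 0.14 (adjusted p = 0.00395, adjusted p = 0.315 with an estimated correlation), with Ucp2 at 0.79 ± 0.24, and the glutathione panel of 9 by 0.13 (adjusted p = 0.0285, adjusted p = 0.316 with an estimated correlation), with Gpx1 at 0.92 ± 0.28 and Gsr at 0.85 ± 0.34. The mitochondria panel of 8 was at 0.21 (adjusted p = 0.0827, adjusted p = 0.546 with an estimated correlation), with Alas1 at 0.39 ± 0.16. Its mean level relative to WT was 0.82 in F18, 0.048 in E7 and −0.15 in F19. The paper's RT-qPCR, in younger animals, found Il18 induced with age in KO and most mitochondrial genes reduced in KO. The lower Il18 and the panel median above 0 seen here differ from that in direction. By 32 weeks the 4 panels were at 0.24 (adjusted p = 0.366, adjusted p = 0.860 with an estimated correlation), 0.084 (adjusted p = 0.261, adjusted p = 0.860 with an estimated correlation), 0.017 with camera's direction down (adjusted p = 0.970, adjusted p = 0.983 with an estimated correlation) and −0.11 (adjusted p = 0.353, adjusted p = 0.860 with an estimated correlation), and between ages at −0.48 (adjusted p = 0.0381, adjusted p = 0.590 with an estimated correlation), −0.076 (adjusted p = 0.0374, adjusted p = 0.579 with an estimated correlation), −0.23 (adjusted p = 0.0304, adjusted p = 0.579 with an estimated correlation) and −0.30 (adjusted p = 0.0194, adjusted p = 0.590 with an estimated correlation). Without E7 the inflammation panel moved to 0.48, without F18 the redox panel moved to 0.039, without E7 or F18 the glutathione panel lost its call (medians 0.10 and 0.14) and without E4 or F19 it moved to 0.25 and 0.22, and without E7 or F19 the mitochondria panel was called (medians 0.31 and 0.40), all at 20 weeks. Between ages the inflammation panel lost its call without E1, E4, E7, F18, F12, F6 or F27 (medians −0.61 to −0.20) and moved to −0.79 without F5, the redox panel lost its call without E4, F18, F12, F5 or F27 (medians −0.18 to −0.048) and moved to −0.20 to −0.12 without E1, E7, F19, F1 or F6, the glutathione panel lost its call without E1, E7, F18, F12 or F27 (medians −0.21 to −0.13) and the mitochondria panel lost its call without E4, F18, F1, F12 or F5 (medians −0.29 to −0.049) and moved to −0.48 without F19.

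As checks, 5 sex-linked genes had medians of 1.17 (adjusted p = 0.378, adjusted p = 0.576 with an estimated correlation) at 20 weeks and −1.21 (adjusted p = 0.408, adjusted p = 0.860 with an estimated correlation) at 32 weeks, and −2.38 (adjusted p = 0.149, adjusted p = 0.590 with an estimated correlation) between ages, where they were called without F1 (median −3.59). The 10 genes chosen as known to differ between strains were at 0.087 (adjusted p = 0.378, adjusted p = 0.525 with an estimated correlation) at 20 weeks and 0.013 (adjusted p = 0.240, adjusted p = 0.860 with an estimated correlation) at 32 weeks, called without F5 at 32 weeks (median 0.062), and at −0.018 with camera's direction up between ages (adjusted p = 0.923, adjusted p = 0.931 with an estimated correlation).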
